# Signatures of Altered Gene Expression in Dorsal Root Ganglia of a Fabry Disease Mouse Model

**DOI:** 10.3389/fnmol.2017.00449

**Published:** 2018-01-25

**Authors:** Kai K. Kummer, Theodora Kalpachidou, Michaela Kress, Michiel Langeslag

**Keywords:** Fabry disease, alpha Galactosidase A, lysosomal storage disorder, neuropathy, neurodegeneration, neuropathic pain

## Abstract

Fabry disease is an X-linked lysosomal storage disorder with involvement of the nervous system. Accumulation of glycosphingolipids within peripheral nerves and/or dorsal root ganglia results in pain due to small-fiber neuropathy, which affects the majority of patients already in early childhood. The α-galactosidase A deficient mouse proved to be an adequate model for Fabry disease, as it shares many symptoms including altered temperature sensitivity and pain perception. To characterize the signatures of gene expression that might underlie Fabry disease-associated sensory deficits and pain, we performed one-color based hybridization microarray expression profiling of DRG explants from adult α-galactosidase A deficient mice and age-matched wildtype controls. Protein-protein interaction (PPI) and pathway analyses were performed for differentially regulated mRNAs. We found 812 differentially expressed genes between adult α-galactosidase A deficient mice and age-matched wildtype controls, 506 of them being upregulated, and 306 being downregulated. Among the enriched pathways and processes, the disease-specific pathways “lysosome” and “ceramide metabolic process” were identified, enhancing reliability of the current analysis. Novel pathways that we identified include “G-protein coupled receptor signaling” and “retrograde transport” for the upregulated genes. From the analysis of downregulated genes, immune-related pathways, autoimmune, and infection pathways emerged. The current analysis is the first to present a differential gene expression profile of DRGs from α-galactosidase A deficient mice, thereby providing knowledge on possible mechanisms underlying neuropathic pain related symptoms in Fabry patients. Therefore, the presented data provide new insights into the development of the pain phenotype and might lead to new treatment strategies.

## Introduction

Fabry disease (FD) is an X-linked lysosomal storage disorder with estimated incidence rates of 1:37,000 for the classical Fabry phenotype and 1:3,100 for a late-onset disease variant (Spada et al., 2006; Mechtler et al., 2012). It can be caused by more than 500 different mutations of the lysosomal α-galactosidase A (α-Gal A) gene (Gal et al., 2006; Saito et al., 2011). Those mutations lead to deficient activity, reduction or depletion of α-Gal A, followed by impaired degradation of glycosphingolipids and subsequent accumulation of globotriaosylceramide (Gb3) in a variety of tissues, including vascular endothelial cells and neurons (Desnick et al., 2001; Bangari et al., 2015). In general, males are more affected by the α-Gal A mutations, but also heterozygote females have a significant risk for major organ involvement due to random X-inactivation causing variable expression of α-Gal A and decreased quality of life (Wilcox et al., 2008). One of the earliest symptoms of FD is pain due to small-fiber neuropathy, which affects the majority of patients already in early childhood. It can manifest as episodic crises with pain attacks originating in the extremities that can last for several days or even weeks, or chronic pain characterized by burning and tingling paraesthesia (Germain, 2010; Ginsberg, 2013). The origin of this pain phenotype presumably lies in accumulation of glycolipids within peripheral nerves and/or dorsal root ganglion (DRG) somata that might lead to degeneration of small sensory fibers (Kocen and Thomas, 1970; Ohnishi and Dyck, 1974; Bangari et al., 2015; Godel et al., 2017).

Investigating FD specific pathogenesis in Fabry patients is difficult and limited to molecular analyses of tissue biopsies and clinical neurophysiology techniques. It has been found that both motor and sensory conduction velocities are decreased, whereas vibratory, cold, and heat thresholds are elevated in Fabry patients (Sheth and Swick, 1980; Dutsch et al., 2002; Uceyler et al., 2013; Namer et al., 2017). In addition, the proportion of mechano-responsive C-fibers is reduced in patients compared to healthy controls (Namer et al., 2017). To investigate the molecular and physiological mechanisms underlying the pathology of FD, α-galactosidase A deficient mice [α-Gal A^(−/0)^] were generated which share many symptoms with Fabry patients, including altered temperature sensitivity and pain perception (Ohshima et al., 1997; Lakoma et al., 2014; Uceyler et al., 2016; Namer et al., 2017).

Although FD constitutes a monogenic disease with loss of function mutations of the α-Gal A gene causing the disease, other genes and/or gene products might be indirectly regulated during disease progression and could play important roles in the manifestation of disease-specific pathologies and symptoms, like the development of small-fiber neuropathy. In the current study we therefore performed mRNA microarray expression profiling of DRG samples from α-Gal A^(−/0)^ mice aged > 20 weeks when the disease is fully developed to investigate the mRNA signatures associated with FD peripheral nerve neuropathy.

## Methods

### Animals

Male α-galactosidase A^(−/0)^ (α-Gal A^(−/0)^; background C57BL/6; provided by Dr. A. Kulkarni, National Institute of Health, NIDCR, Bethesda, USA) (Ohshima et al., 1997) and wildtype C57BL/6J mice aged 20-24 weeks were inbred and housed under specific pathogen-free (SPF) conditions. For microarray expression profiling mice from the separate inbred colonies were used, whereas for RT-qPCR validation, α-Gal A^(−/0)^ mice backcrossed with wildtype C57BL/6J mice and wildtype C57BL/6J mice were used to control for inbred colony effects. Animals were maintained at constant room temperature of 24°C on a 12 h light/dark cycle with lights on from 07:00 to 19:00 and had *ad libitum* access to autoclaved pelleted food and water. All animals were treated in accordance with the Ethics Guidelines of Animal Care (Medical University of Innsbruck), as well as the European Communities Council Directive of 22 September 2010 on the protection of animals used for scientific purposes (2010/63/EU), and approved by the Austrian National Animal Experiment Ethics Committee of the Austrian Bundesministerium für Wissenschaft und Forschung (permit number BMWF-66.011/0054-WF/V/3b/2015).

### Tissue collection

For microarray expression profiling eight adult mice (aged between 20 and 24 weeks) per group, whereas for RT-qPCR validation six adult mice (aged between 20 and 24 weeks) per group, were deeply anesthetized with isoflurane and euthanized by decapitation. Spinal cords were removed, lumbar DRGs L3-L5 (containing the cell bodies of primary afferents that project into the hind paw) harvested and flash-frozen in liquid nitrogen. Samples were kept at −80°C until further processing. For microarray expression profiling, DRGs from two mice were pooled for the final tissue sample.

### Microarray expression profiling

Genome-wide expression profiling was carried out by IMGM Laboratories (Munich, Germany) using Agilent SurePrint G3 Mouse GE 8 × 60K Microarrays in combination with a one-color based hybridization protocol. Microarray signals were detected using the Agilent DNA Microarray Scanner.

Total RNA including small RNAs was isolated using the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions and eluted in 40 μl RNase-free water. RNA concentration and purity was determined on a NanoDrop ND-1000 spectral photometer (Peqlab). Samples were analyzed using the RNA 6000 Nano LabChip Kit (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies). For mRNA analysis, total RNA samples were spiked with *in vitro* synthesized polyadenylated transcripts (One-Color RNA Spike-In Mix, Agilent Technologies), reverse transcribed into cDNA and then converted into Cyanine-3 labeled complementary RNA (Low Input Quick-Amp Labeling Kit One-Color, Agilent Technologies) according to the manufacturer's instructions. cRNA concentration, RNA absorbance ratio, and Cyanine-3 dye concentration were recorded using a NanoDrop ND-1000 UV-VIS spectral photometer, and quality of labeled cRNA was analyzed using the RNA 6000 Nano LabChip Kit (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies). Following cRNA clean-up and quantification, Cyanine-3-labeled cRNA samples were fragmented and prepared for one-color-based hybridization (Gene Expression Hybridization Kit, Agilent Technologies) and hybridized at 65°C for 17 h on Agilent SurePrint G3 Mouse GE 8 × 60K Microarrays. After hybridization, microarrays were washed with increasing stringency using Triton X-102 supplemented Gene Expression Wash Buffers (Agilent Technologies) followed by drying with acetonitrile (Sigma). Fluorescence signals were detected on an Agilent DNA Microarray Scanner and extracted using feature extraction software (Agilent Technologies). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE104625 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104625).

### Bioinformatics analyses

GeneSpring GX 13.0 analysis software (Agilent Technologies) was used to normalize and analyze the microarray raw data. Data were normalized using non-parametric quantile normalization. Groups were compared using Welch's approximate *t*-test (unpaired unequal variances) and *p*-values corrected for multiple testing using the algorithm of Benjamini and Hochberg (Benjamini and Hochberg, 1995), controlling for false discovery rate (FDR). Differential expression between the two groups was determined by calculating fold changes of the averaged normalized expression values. Significantly regulated mRNAs were identified by applying filters on fold changes (absolute fold change ≥ 1.2 or ≥2) and *p*-values (*p* ≤ 0.01). Chip array data were further processed by *R statistics* statistical software package (R Development Core Team, 2008) and Volcano plots prepared using R statistics *ggplot function*. Only genes with uncompromised hybridization values in all individual samples were used for the current analysis.

### Protein-protein interaction analysis

Protein-protein interactions (PPIs) were investigated for the significantly regulated mRNAs using the STRING Database v. 10.5 (http://www.string-db.org) (Szklarczyk et al., 2017), which includes direct and indirect protein associations collected from different databases. Interaction networks were prepared using medium confidence scores (0.40) and clustered using MCL clustering algorithm (inflation parameter: 3). Disconnected nodes were hidden from the network.

### Functional enrichment and pathway analysis

Functional enrichment and pathway analyses were also performed using the STRING Database v. 10.5 (http://www.string-db.org). Classification systems tested were Gene Ontology and KEGG functional annotation spaces, employing Fisher's exact test followed by a correction for multiple testing (FDR). Only enriched pathways with FDR corrected *p* < 0.05 are reported.

### RT-qPCR validation of regulated genes

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) validation of regulated genes was performed using TaqMan Gene Expression Assays (Thermo Fisher Scientific) in an Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific).

Total RNA was extracted using peqGOLD TriFast reagent (Peqlab) according to the manufacturer's instructions. The quality and quantity of RNA was evaluated using NanoDrop 2000 (Thermo Scientific). Reverse transcription of mRNA was performed as previously described (Langeslag et al., 2014). Genes of interest were analyzed by RT-qPCR using the following TaqMan Gene Expression Assays (Thermo Fisher Scientific): Mm00557794_m1 (Amz1), Mm00476032_m1 (Atf3), Mm01299527_m1 (Dnah8), Mm01311685_m1 (Dnase1l3), Mm00469610_m1 (Ecel1), Mm00521881_m1 (Meig1), Mm00505317_m1 (Ncapg2), Mm00443523_m1 (Opn4), Mm01279059_m1 (Rnf39), Mm00509406_m1 (Samd8), Mm00555659_m1 (Dock4), Mm03646971_gH (Gm1987), Mm02391771_g1 (Hdac1), Mm00440480_m1 (Nnat), Mm00452229_m1 (Pmepa1), Mm01188211_m1 (S100pbp), Mm00521530_m1 (Slc51a), Mm00628467_m1 (Syt15), Mm00503605_m1 (Tmem25), Mm00836474_m1 (Zfp932), Mm00446968_m1 (Hprt), Mm01352363_m1 (Sdha), and Mm00441941_m1 (Tfrc). Experimental procedures were performed according to the TaqMan Gene Expression Assays protocol. The reactions were loaded on MicroAmp Fast Optical 96-well reaction plates (Thermo Fisher Scientific) and placed in the Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). The PCR cycle protocol used was: 10 min at 95°C, 40 two-step cycles of 15 s at 95°C and 1 min at 60°C. Each sample was run in duplicates alongside non-template controls. Threshold was set manually at 0.1 and threshold cycle (C_T_) was used as a measure of initial RNA input. Relative fold changes in gene expression were calculated using the 2^−ΔΔCT^ method. All fold changes were expressed relative to the respective expression in wildtype mice and analyzed using Welch's *t*-test. Three genes (i.e., Hprt, Sdha and Tfrc) were used as reference genes. All three reference genes were found to be stably expressed in both groups of animals, as indicated by geNorm, Normfinder, and Bestkeeper software packages.

## Results

### mRNA expression profile of fabry mouse dorsal root ganglia

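In FD DRGs, 1774 probes of 1570 genes passed the criteria of an unadjusted p of at most 0.01 and an absolute fold change of at least 1.2 with limma's p, and 1047 probes did with the p of the methods' t-test. At an adjusted p under 0.05, 904 probes of 808 genes passed in limma and 266 probes with the methods' t-test. Lumbar DRGs L3 to L5, which hold the cell bodies of sensory neurons with their satellite glia, were taken from male α-Gal A(-/0) mice and wildtype C57BL/6J mice aged 20 to 24 weeks. There were 4 samples per group, each with the DRGs of 2 mice, and the 8 samples were hybridized in 1 color to the 8 arrays of 1 Agilent slide. The disrupted gene itself, Gla, which encodes α-Gal A, had a log2 signal of 16.59 ± 0.096 (SD, n = 4) in FD DRGs and 16.62 ± 0.11 (SD, n = 4) in wildtype DRGs, with 16.49 to 16.72 on single arrays (adjusted p = 0.879 in limma). Its only probe lies on chromosome X, from 131122895 to 131122954 of mm9, and the files do not say whether this part of the transcript is lost in the targeted allele, so the value checks nothing about the sample labels. The authors read the spot intensities with Agilent Feature Extraction and used quantile normalization in GeneSpring. From the deposited spot intensities, control spots and spots marked as outliers were left out, log2 values were averaged over the spots of each probe, and the 55681 probes were quantile normalized between the 8 arrays. Between 56.5% and 60.8% of the probes of an array were well above its background. The comparison covered the 29432 probes, of 21063 gene symbols, that were so on all 8 arrays, and p-values were adjusted by the method of Benjamini and Hochberg. The number of arrays limits the precision of each value.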

Using microarray expression profiling we found that in total 812 genes from the overall 21,736 detected mRNAs were significantly different between DRG samples from wildtype and α-Gal A^(−/0)^ mice (criteria *p* ≤ 0.01, absolute fold change ≥ 1.2) (Figure 1). Of those, 506 genes were significantly upregulated and 306 genes were significantly downregulated as compared to wildtype controls. 

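At an adjusted p under 0.05 in limma, 578 probes of 518 genes were higher in FD DRGs and 326 probes of 291 genes were lower. At the criteria with an unadjusted p, 1079 probes of 954 genes were higher and 695 probes of 622 genes were lower in limma, and 658 probes were higher and 389 lower with the methods' t-test. The changes at an adjusted p under 0.05 were mostly small, with a median fold change of 1.39 among the higher and 1.44 among the lower probes. Of the higher probes, 392 changed less than 1.5-fold and 65 more than 2-fold, and of the lower probes 189 changed less than 1.5-fold and 52 more than 2-fold. The markers of Schwann cells and myelin, of fibroblasts and meninges, and of endothelium had negative means, though only 0 of 14, 1 of 11 and 0 of 9 of them were lower in limma (3, 3 and 4 at an unadjusted p under 0.05, and 0 of each with the methods' t-test). The 14 measured markers of Schwann cells and myelin had a mean log2 fold change of -0.13 (adjusted p = 0.00211 in limma's camera, adjusted p = 0.354 with an estimated correlation), among them Mbp, myelin basic protein, at -0.19 (SE 0.061, adjusted p = 0.149). The 11 measured markers of fibroblasts and meninges had a mean of -0.23 (adjusted p = 0.00729, and adjusted p = 0.384 with an estimated correlation), with Dcn, which encodes decorin, at -0.29 (SE 0.075, adjusted p = 0.0806). Without the 1 of them that the study names the mean was -0.14 (adjusted p = 0.0514), and the list was not past the threshold without FD sample 2 (adjusted p = 0.0572) or wildtype sample 2 (adjusted p = 0.0520) either. The 9 measured endothelial markers had a mean of -0.13 (adjusted p = 0.0210, adjusted p = 0.199 with an estimated correlation and adjusted p = 0.0510 without wildtype sample 2). For the 9 measured markers of satellite glia the adjusted p was 0.837, and for the 11 of large-diameter neurons it was 0.809. On the first principal component of the tested probes, with 32.9% of the variance, the 4 FD samples lay from 16.3 to 21.1 and the 4 wildtype samples from -32.7 to -14.9. On the second component, with 20.4%, wildtype sample 1 lay at 31.2 and wildtype sample 2 at -27.3. The number of probes at an adjusted p under 0.05 was 266 with the methods' t-test, 284 with the replicate number as a block, 556 without the filter on background, 2102 with array weights, and between 414 and 1038 when 1 sample was left out. Row 1 of the slide held 3 FD samples and 1 wildtype sample and row 2 the reverse, and the count was 824 with the row as a block.

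**Figure D1:**
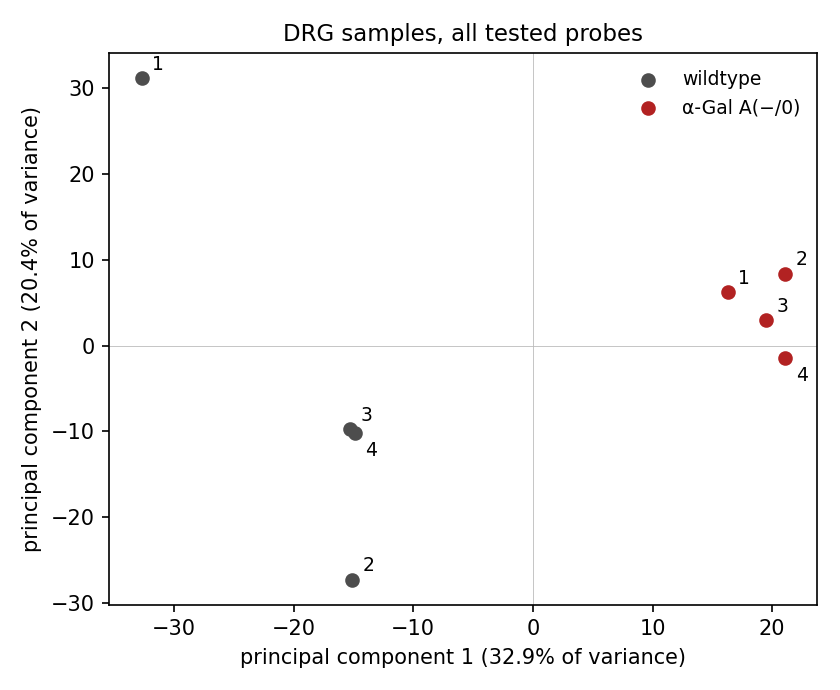
First and second principal components of the log2 signals of the tested probes, with 1 point for each of the 4 FD and 4 wildtype samples. The FD samples lie from 16.3 to 21.1 on the first component and the wildtype samples from -32.7 to -14.9.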

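A fold change of at least 2 at an unadjusted p of at most 0.01 was found in 136 probes of 122 genes in limma and in 111 probes with the methods' t-test, and 116 of the 136 probes also had an adjusted p under 0.05 in limma. Genes that injured sensory neurons switch on were among those that rose. Atf3, a transcription factor of the injury response, rose 2.70-fold in FD DRGs (log2 fold change 1.44, SE 0.16, adjusted p = 0.00193). Of the 23 measured nerve injury-induced genes 3 were higher and 0 lower (9 and 0 when adjusted over the list alone), with a mean log2 fold change of 0.45 (adjusted p = 0.000105 in camera, adjusted p = 0.184 with an estimated correlation). Without the 3 that the study names the mean was 0.24 (adjusted p = 0.0150). Neither at an unadjusted p under 0.05 nor with the methods' t-test was any of them lower, and with that t-test 2 were higher. Of these genes, 6 were higher at a fold change of at least 1.2 (Fisher's exact test, one-sided, adjusted p = 0.000618), and 3 without FD sample 4 (adjusted p = 0.0983) or without wildtype sample 3 (adjusted p = 0.106), as also without the 3 that the study names (adjusted p = 0.153). Of 22 measured axonemal and ciliary genes, which build the motors of cilia and sperm tails, 3 were higher and 0 lower (6 and 0 when adjusted over the list alone), with a mean of 0.24 (adjusted p = 0.00729 in camera, adjusted p = 0.184 with an estimated correlation) and 6 higher at a fold change of at least 1.2 (Fisher's exact test, one-sided, adjusted p = 0.000565). Without wildtype sample 1 the last count was 3 (adjusted p = 0.119), and 3 without the genes that the study names (adjusted p = 0.153). The 3 called genes were Dnah8, a dynein heavy chain (3.25-fold, adjusted p = 1.61e-05), Meig1 (2.47-fold, adjusted p = 0.000344) and Cfap57 (2.14-fold, adjusted p = 0.000114), all 3 named by the study on these samples, so the call is not independent evidence, and without them the adjusted p of the list was 0.429. Of the axonemal genes 1 was lower at an unadjusted p under 0.05, and with the methods' t-test 0 were lower and 3 higher. Cfap57 lies in a stretch of chromosome 4 in which 6 of 27 tested genes were called. The number of probes was 79 with another background correction (normexp), 218 when a signal on 4 of 8 arrays was enough and 385 without a filter on background.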

More stringent filtering (criteria *p* ≤ 0.01, absolute fold change ≥ 2) of those significantly regulated genes revealed an assessable number of 78 genes in total (Figure 2). 

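Among probes well above background on all 8 arrays, the gene with the largest rise in FD DRGs was Ecel1, which encodes an endopeptidase of neurons, with a log2 signal of 11.80 ± 0.32 (SD, n = 4) in FD DRGs and 8.18 ± 0.90 (SD, n = 4) in wildtype DRGs, a fold change of 12.3 (log2 fold change 3.62, SE 0.40, adjusted p = 0.00196 in limma). Rnf39, which encodes a ring finger protein, rose 7.18-fold (log2 fold change 2.84, SE 0.067, adjusted p = 2.04e-07), and Dnase1l3, an enzyme that degrades DNA outside cells, rose 7.03-fold (log2 fold change 2.81, SE 0.12, adjusted p = 6.12e-06). Amz1, a zinc metallopeptidase, rose 3.65-fold (adjusted p = 3.89e-05), Opn4, the photopigment melanopsin, 3.64-fold (adjusted p = 5.01e-06), and Ncapg2, a condensin subunit, 2.81-fold (adjusted p = 8.45e-05). Every FD sample lay above every wildtype sample in each of these 6 genes, of which all but Ncapg2 were named by a rule that asks for it. A fold change of at least 2 at an unadjusted p of at most 0.01 was found for 74 higher probes of 67 genes in limma, of which 71 probes had an adjusted p of at most 0.1, and with the methods' t-test for 61 and 46 probes. All 41 probes of Table 1 were higher, and 40 of them had an adjusted p under 0.05. The study chose them on these samples, so the count is not independent evidence. The other was Anxa8, a phospholipid-binding annexin (log2 fold change 1.24, SE 0.28, adjusted p = 0.0512). Of 11 probes of this table with another tested probe of the gene, 7 had another called in the same direction, and in Rtraf (2700060E02Rik in Table 1), Tox4, Alox12b and Fam107a the other probe did not pass the test, with log2 fold changes of 0.074, 0.062, 0.15 and 0.099. Rnf39 lies in a stretch of chromosome 17 in which 18 of 171 tested genes were called, Opn4 in one of chromosome 14 in which 9 of 26 were, Dnase1l3 in another of chromosome 14 in which 8 of 20 were, and Ncapg2 in one of chromosome 12 in which 6 of 11 were.

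**Figure D2:**
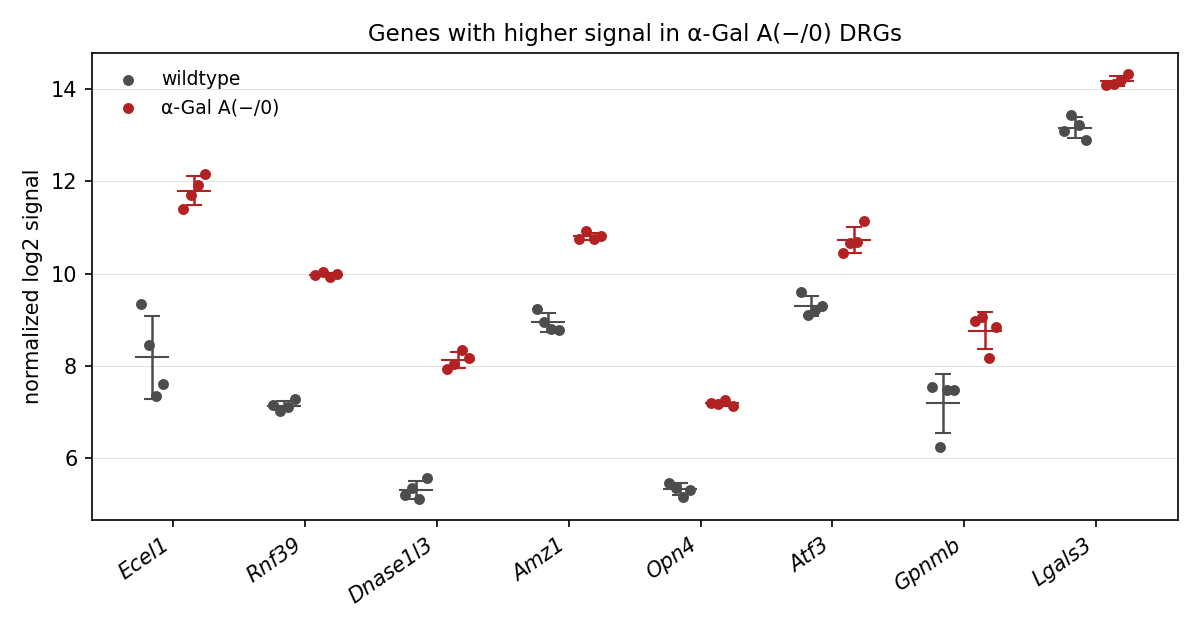
Log2 signal in each of the 4 FD and 4 wildtype samples of 8 genes that were higher in FD DRGs, with mean and SD. Ecel1 has a mean of 11.80 in FD DRGs and 8.18 in wildtype DRGs.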

Using these criteria 41 genes were significantly upregulated, of which 29 showed FDR corrected *p* ≤ 0.1 (Table 1). Furthermore, 31 genes remained significantly downregulated, of which 27 showed FDR corrected *p* ≤ 0.1 (Table 2). 

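Among probes well above background on all 8 arrays, the largest fall was that of Gm3893, a predicted gene, with a log2 signal of 6.20 ± 0.19 (SD, n = 4) in FD DRGs and 10.69 ± 0.19 (SD, n = 4) in wildtype DRGs, 22.5-fold lower (log2 fold change -4.49, SE 0.12, adjusted p = 3.97e-07 in limma). The predicted genes 4933409K07Rik and Fam205a2 were 10.5-fold (adjusted p = 2.81e-08) and 10.4-fold lower (adjusted p = 3.97e-07). Among genes of known function, Hdac1, a histone deacetylase, was 4.58-fold lower (log2 fold change -2.19, SE 0.061, adjusted p = 4.32e-07), and its other 2 probes fell as well, by 1.43 and 0.85 on the log2 scale. Slc51a, a subunit of a transporter of bile acids and steroids, was 4.27-fold lower (adjusted p = 0.000762), Syt15, a synaptotagmin, 3.70-fold (adjusted p = 8.02e-06), Tmem25, an immunoglobulin-like membrane protein of neurons, 3.62-fold (adjusted p = 6.97e-06), and Nnat, the imprinted gene of neuronatin, 3.53-fold (adjusted p = 2.66e-06). In the paper's RT-qPCR on backcrossed mice Slc51a, Syt15 and Nnat were lower as well, and Tmem25 was not changed. Gm1987, a copy of the chemokine gene Ccl21, was 3.63-fold lower (adjusted p = 0.000446). Of the 7 measured genes known to differ between substrains and strains, 5 had positive values and 2, Fam205a2 and Gm1987, negative ones. The list had a mean log2 fold change of -0.695 and a median of 0.015 and was not past the threshold (adjusted p = 0.0718 in camera). Without these 2, which the study names and which were both called, the mean was 0.076 (adjusted p = 0.422). Such genes need not change in 1 direction, so camera, which tests a common shift, cannot decide whether the colonies differ in background. A fold change of at least 2 at an unadjusted p of at most 0.01 was found for 62 lower probes of 55 genes in limma, of which 59 probes had an adjusted p of at most 0.1, and with the methods' t-test for 50 and 46 probes. All 31 probes of Table 2 were lower and had an adjusted p under 0.05, though the study chose them on these samples. Of 19 probes of this table with another tested probe of the gene, 12 had another called in the same direction, and in Prune2, Tedc1, Dock4, Zfp932, S100pbp and Nlrx1 no other probe passed the test. In Iqcc another probe was higher, with a log2 fold change of 0.86 (adjusted p = 0.000376). Hdac1, S100pbp and Iqcc lie in a stretch of chromosome 4 in which 19 of 54 tested genes were called, Syt15 in one of chromosome 14 with 9 of 26, Tmem25 and Nlrx1 in one of chromosome 9 with 9 of 37, Tedc1 in one of chromosome 12 with 5 of 10 and Slc51a in one of chromosome 16 with 5 of 34.

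**Figure D3:**
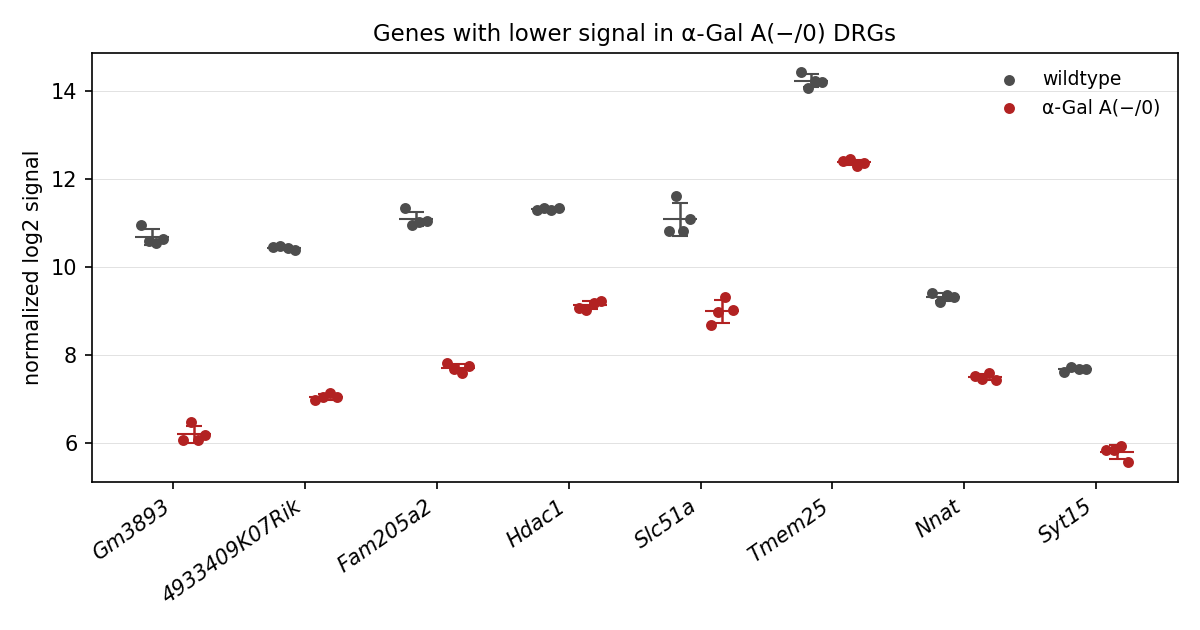
Log2 signal in each of the 4 FD and 4 wildtype samples of 8 genes that were lower in FD DRGs, with mean and SD. Gm3893 fell by 4.49 and Hdac1 by 2.19 on the log2 scale.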

PPI analysis (STRING Database) neither revealed clusters of interacting proteins nor enriched pathways, due to the small number of input genes. Thus, for in depth PPI analysis all significantly regulated genes (less stringent filtering, criteria *p* ≤ 0.01, absolute fold change ≥ 1.2) were used.

**Figure 1:**
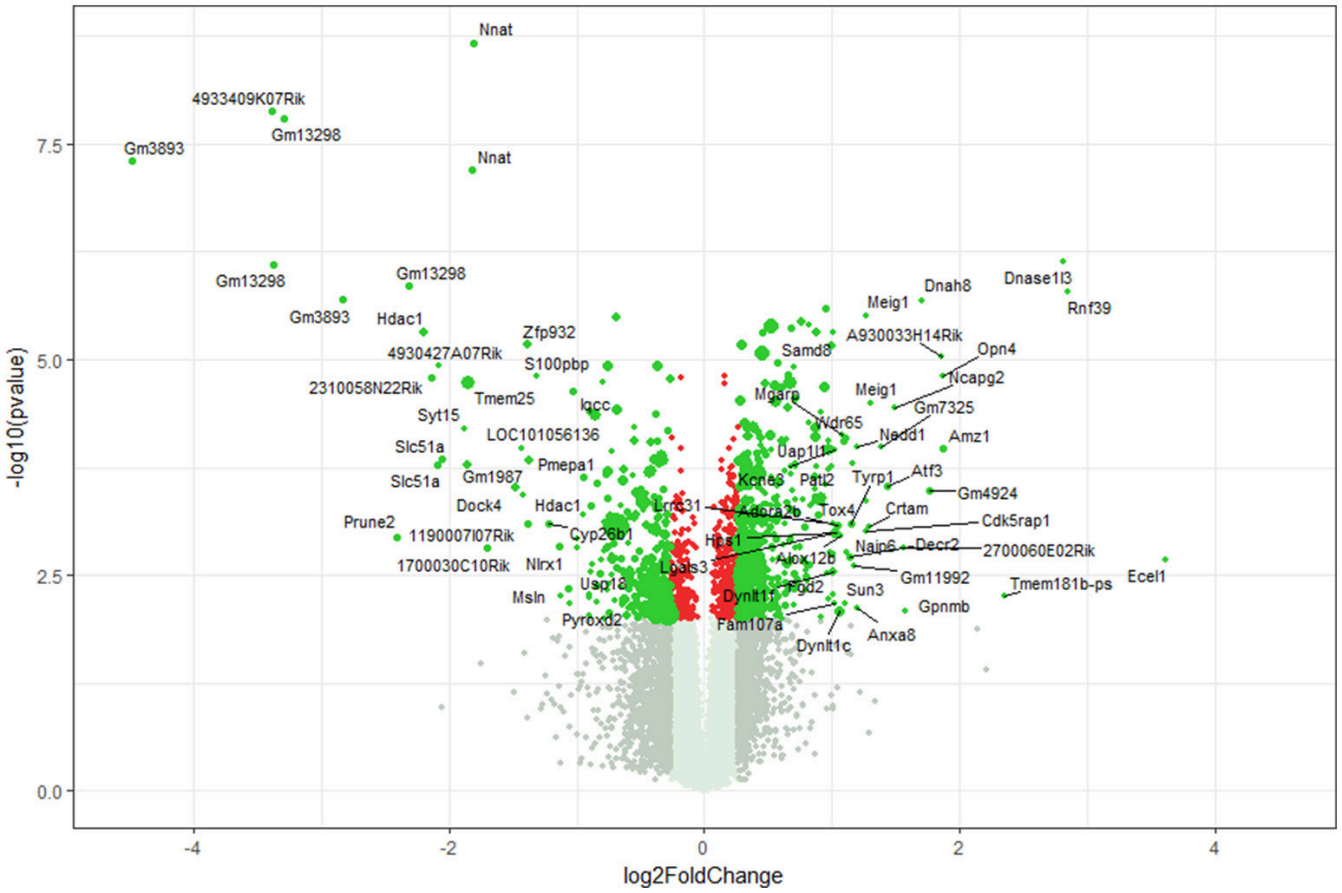
Volcano plot microarray data. Color green, *p* ≤ 0.01, fold change ≥ 1.2; labels, *p* ≤ 0.01, fold change ≥ 2.0; dot size represents relative expression values of wildtype mice.

**Figure 2:**
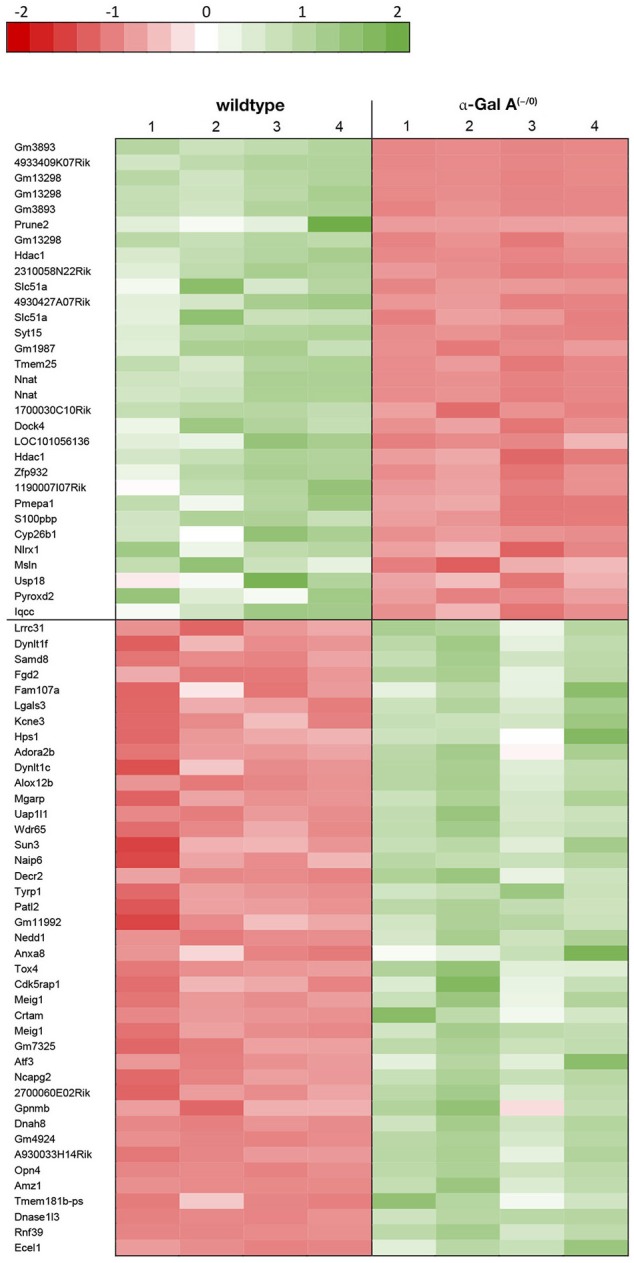
Heatmap of significantly regulated genes.

**Table 1:** Raw expression values, fold changes and statistical analysis for significantly *upregulated* genes.

**NCBI RefSeq ID**	**Gene symbol**	**Gene name**	**Expression α-Gal A^(−/0)^**	**Expression wildtype**	**Fold change**	***p*-value**	**FDR**
NM_001277925	Ecel1	Endothelin converting enzyme-like 1	3,723	282	12.3	0.0021	0.1166
NM_001099632	Rnf39	Ring finger protein 39	1,048	138	7.2	<0.0001	0.0038
NM_007870	Dnase1l3	Deoxyribonuclease 1-like 3	286	39	7.1	<0.0001	0.0028
BC096660	Tmem181b-ps	Transmembrane protein 181B, pseudogene	290	55	5.1	0.0054	0.1676
NM_173405	Amz1	Archaelysin family metallopeptidase 1	1,865	476	3.7	0.0001	0.0327
NM_013887	Opn4	Opsin 4 (melanopsin)	149	40	3.7	<0.0001	0.0117
XR_105403	A930033H14Rik	RIKEN cDNA A930033H14 gene	215	58	3.6	<0.0001	0.0089
DQ459435	Gm4924	Predicted gene 4924	2,969	811	3.4	0.0003	0.0548
NM_013811	Dnah8	Dynein, axonemal, heavy chain 8	552	162	3.3	<0.0001	0.0044
NM_053110	Gpnmb	Glycoprotein (transmembrane) nmb	446	143	3.0	0.0081	0.1909
NM_026528	2700060E02Rik	RIKEN cDNA 2700060E02 gene	242	79	3.0	0.0015	0.0992
NM_133762	Ncapg2	Non-SMC condensin II complex, subunit G2	641	216	2.8	<0.0001	0.0181
NM_007498	Atf3	Activating transcription factor 3	1,776	611	2.7	0.0003	0.0524
NM_001177470	Gm7325	Predicted gene 7325	845	304	2.6	0.0001	0.0324
NM_008579	Meig1	Meiosis expressed gene 1	712	272	2.5	<0.0001	0.0168
NM_019465	Crtam	cytotoxic and regulatory T cell molecule	102	41	2.4	0.0009	0.0784
NM_008579	Meig1	Meiosis expressed gene 1	287	114	2.4	<0.0001	0.0059
NM_025876	Cdk5rap1	CDK5 regulatory subunit associated protein 1	487	191	2.4	0.0010	0.0839
NM_023434	Tox4	TOX high mobility group box family member 4	480	191	2.4	0.0004	0.0609
NM_013473	Anxa8	Annexin A8	142	60	2.3	0.0076	0.1879
NM_008682	Nedd1	Neural precursor cell expressed, developmentally down-regulated gene 1	192	81	2.3	0.0001	0.0321
NM_001037928	Gm11992	Predicted gene 11992	172	74	2.3	0.0025	0.1233
NM_026251	Patl2	Protein associated with topoisomerase II homolog 2 (yeast)	226	97	2.2	0.0002	0.0392
NM_031202	Tyrp1	Tyrosinase-related protein 1	2,358	983	2.2	0.0008	0.0755
NM_011933	Decr2	2-4-dienoyl-Coenzyme A reductase 2, peroxisomal	3,844	1,597	2.2	0.0020	0.1141
NM_010871	Naip6	NLR family, apoptosis inhibitory protein 6	145	65	2.2	0.0017	0.1073
NM_177576	Sun3	Sad1 and UNC84 domain containing 3	109	50	2.2	0.0067	0.1815
NM_026789	Wdr65	WD repeat domain 65	1,675	726	2.1	0.0001	0.0290
NM_001033293	Uap1l1	UDP-N-acteylglucosamine pyrophosphorylase 1-like 1	3,662	1,579	2.1	0.0001	0.0291
NM_026358	Mgarp	Mitochondria localized glutamic acid rich protein	421	191	2.1	0.0001	0.0279
NM_009659	Alox12b	Arachidonate 12-lipoxygenase, 12R type	135	63	2.1	0.0011	0.0869
NM_001166630	Dynlt1c	Dynein light chain Tctex-type 1C	16,719	7,247	2.1	0.0081	0.1909
NM_007413	Adora2b	Adenosine A2b receptor	1,478	667	2.1	0.0008	0.0771
AK031397	Hps1	Hermansky-Pudlak syndrome 1 homolog (human)	156	74	2.0	0.0010	0.0850
NM_020574	Kcne3	Potassium voltage-gated channel, Isk-related subfamily, gene 3	159	76	2.0	0.0001	0.0332
NM_001145953	Lgals3	Lectin, galactose binding, soluble 3	19,457	8,721	2.0	0.0010	0.0850
NM_183187	Fam107a	Family with sequence similarity 107, member A	277	132	2.0	0.0067	0.1813
NM_013710	Fgd2	FYVE, RhoGEF and PH domain containing 2	314	149	2.0	0.0053	0.1650
NM_026283	Samd8	Sterile alpha motif domain containing 8	362	171	2.0	<0.0001	0.0065
NM_001199948	Dynlt1f	Dynein light chain Tctex-type 1F	12,240	5,496	2.0	0.0029	0.1333
XR_002334	Lrrc31	Leucine rich repeat containing 31	689	325	2.0	0.0008	0.0755

**Table 2:** Raw expression values, fold changes, and statistical analysis for significantly *downregulated* genes.

**NCBI RefSeq ID**	**Gene symbol**	**Gene name**	**Expression α-Gal A^(−/0)^**	**Expression wildtype**	**Fold change**	***p*-value**	**FDR**
NR_033506	Gm3893	Predicted gene 3893	74	1,582	−22.4	<0.0001	0.0005
NR_033123	4933409K07Rik	RIKEN cDNA 4933409K07 gene	134	1,332	−10.5	<0.0001	0.0002
NM_001085530	Gm13298	Predicted gene 13298	214	2,104	−10.4	<0.0001	0.0028
NM_001085530	Gm13298	Predicted gene 13298	217	1,989	−9.8	<0.0001	0.0002
NR_033506	Gm3893	Predicted gene 3893	92	628	−7.1	<0.0001	0.0044
AK046830	Prune2	Prune homolog 2 (Drosophila)	256	1,279	−5.3	0.0012	0.0905
NM_001085530	Gm13298	Predicted gene 13298	143	683	−5.0	<0.0001	0.0038
NM_008228	Hdac1	Histone deacetylase 1	577	2,465	−4.6	<0.0001	0.0065
AK009987	2310058N22Rik	RIKEN cDNA 2310058N22 gene	342	1,408	−4.4	<0.0001	0.0117
AK147155	Slc51a	Solute carrier family 51, alpha subunit	526	2,093	−4.3	0.0002	0.0400
NM_134041	4930427A07Rik	RIKEN cDNA 4930427A07 gene	74	303	−4.2	<0.0001	0.0102
NM_145932	Slc51a	Solute carrier family 51, alpha subunit	130	513	−4.1	0.0001	0.0376
NM_181529	Syt15	Synaptotagmin XV	56	201	−3.7	0.0001	0.0254
NM_001193667	Gm1987	Predicted gene 1987	981	3,294	−3.6	0.0002	0.0400
NM_027865	Tmem25	Transmembrane protein 25	5,609	18,317	−3.6	<0.0001	0.0120
NM_010923	Nnat	Neuronatin	185	620	−3.5	<0.0001	0.0005
NM_010923	Nnat	Neuronatin	233	773	−3.5	<0.0001	0.0001
NR_015521	1700030C10Rik	RIKEN cDNA 1700030C10 gene	150	466	−3.2	0.0015	0.1002
NM_172803	Dock4	Dedicator of cytokinesis 4	1,369	3,479	−2.8	0.0003	0.0541
XM_003945535	LOC101056136	Disks large homolog 5-like	51	135	−2.7	0.0001	0.0326
NM_008228	Hdac1	Histone deacetylase 1	159	407	−2.7	0.0004	0.0591
NM_145563	Zfp932	Zinc finger protein 932	1,101	2,666	−2.6	<0.0001	0.0076
NM_001135567	1190007I07Rik	RIKEN cDNA 1190007I07 gene	571	1,387	−2.6	0.0008	0.0763
NM_022995	Pmepa1	Prostate transmembrane protein, androgen induced 1	2,274	5,394	−2.6	0.0001	0.0378
AK139097	S100pbp	S100P binding protein	100	239	−2.5	<0.0001	0.0117
NM_175475	Cyp26b1	Cytochrome P450, family 26, subfamily b, polypeptide 1	583	1,264	−2.3	0.0008	0.0756
NM_178420	Nlrx1	NLR family member X1	383	793	−2.2	0.0015	0.0991
NM_018857	Msln	Mesothelin	81	172	−2.2	0.0054	0.1674
NM_011909	Usp18	Ubiquitin specific peptidase 18	226	451	−2.1	0.0045	0.1552
NM_029011	Pyroxd2	Pyridine nucleotide-disulphide oxidoreductase domain 2	57	115	−2.1	0.0066	0.1804
NM_198026	Iqcc	IQ motif containing C	556	1,068	−2.0	<0.0001	0.0130

### Enriched pathways and protein-protein interactions for upregulated mRNAs

Enrichment analysis of the 506 significantly upregulated genes revealed that a number of KEGG pathways and Gene Ontology processes were enriched, including the KEGG pathway “Lysosome” (KEGG:04142) and the biological process “Ceramide metabolic process” (GO:0006672), both known to constitute major hallmarks of FD pathogenesis (Table 3).

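Genes of lysosomal proteins were higher in FD DRGs by small amounts. Of 78 measured, 10 were higher and 1 lower (25 and 1 when adjusted over the list alone), with a mean log2 fold change of 0.13 (adjusted p = 7.89e-07 in camera, adjusted p = 0.0482 with an estimated correlation, the only one of 36 lists called so). Cd63, a tetraspanin of the lysosomal membrane, rose 1.44-fold (log2 fold change 0.53, SE 0.053, adjusted p = 0.00131), and Neu1, a neuraminidase that removes sialic acid from glycolipids and glycoproteins, 1.35-fold (adjusted p = 0.00644). Ppt1, which removes palmitate from proteins, was 1.37-fold lower (adjusted p = 0.0121). Of 56 measured genes of sphingolipid and ceramide metabolism, 5 were higher and 0 lower (12 and 0 when adjusted over the list alone), with a mean of 0.084 (adjusted p = 0.0470 in camera, adjusted p = 0.248 with an estimated correlation). Of these, 3 were lower at an unadjusted p under 0.05 and 0 with the methods' t-test, by which 2 of them and 4 lysosomal genes were higher. Samd8, a ceramide phosphoethanolamine synthase, rose 2.01-fold (log2 fold change 1.01, SE 0.064, adjusted p = 8.75e-05), Ormdl1, which restrains the first step of sphingolipid synthesis, 1.43-fold (adjusted p = 0.0434), and Sgpl1, which breaks down sphingosine 1-phosphate, 1.27-fold (adjusted p = 0.0117). The paper's RT-qPCR on backcrossed mice did not find Samd8 changed. At a fold change of at least 1.2, 15 lysosomal genes were higher (Fisher's exact test, one-sided, adjusted p = 1.15e-06) and 8 of sphingolipid and ceramide metabolism (adjusted p = 0.00311), and without the genes that the study names 14 (adjusted p = 9.28e-06) and 6 (adjusted p = 0.0906). Of the 13 measured markers of lipid-laden macrophages, 4 were higher and 0 lower, and 4 had negative values, with a mean of 0.33 (adjusted p = 0.00557 in camera, adjusted p = 0.203 with an estimated correlation). Without the 2 that the study names, Gpnmb and Lgals3, the mean was 0.15 (adjusted p = 0.0919). Gpnmb, a glycoprotein of phagocytes, rose 2.98-fold (adjusted p = 0.0346), Lgals3, which encodes galectin 3, 2.02-fold (adjusted p = 0.00224) and Trem2, a lipid receptor of macrophages, 1.75-fold (adjusted p = 0.0229). The list of sphingolipid genes holds 2 genes that the study names from these samples and was not past the threshold without them (adjusted p = 0.179), nor in 16 of 25 alternatives, over which its adjusted p ran from 0.0157 to 0.367. Neu1, Ppt1, Samd8 and Gpnmb each lie in a stretch with at least 5 called genes. From the enrichment of both terms and the known defects of ceramide metabolism in lysosomal storage disorders, the paper concludes that both pathways are involved in DRG neurons as well.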

**Table 3:** Enrichment-analysis for *upregulated* mRNAs in α-Gal A^(−/0)^ vs. wildtype mice using gene ontology and KEGG pathway annotations.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**KEGG PATHWAYS**			
04142	Lysosome	12	0.0011
05204	Chemical carcinogenesis	9	0.0073
00980	Metabolism of xenobiotics by cytochrome P450	7	0.0184
00480	Glutathione metabolism	6	0.0317
00511	Other glycan degradation	4	0.0231
**BIOLOGICAL PROCESSES (GO)**			
GO:0008150	Biological_process	254	0.0328
GO:0009987	Cellular process	242	0.0139
GO:0044763	Single-organism cellular process	204	0.0139
GO:0008152	Metabolic process	184	0.0328
GO:1901564	Organonitrogen compound metabolic process	46	0.0139
GO:0033993	Response to lipid	30	0.0462
GO:0006672	Ceramide metabolic process	8	0.0328
**CELLULAR COMPONENT (GO)**			
GO:0005575	Cellular_component	299	0.0004
GO:0005623	Cell	273	0.0004
GO:0044464	Cell part	273	0.0004
GO:0005622	Intracellular	256	0.0001
GO:0043226	Organelle	251	<0.0001
GO:0044424	Intracellular part	251	0.0001
GO:0043227	Membrane-bounded organelle	239	<0.0001
GO:0005737	Cytoplasm	228	<0.0001
GO:0043229	Intracellular organelle	222	0.0010
GO:0043231	Intracellular membrane-bounded organelle	208	0.0009
GO:0016020	Membrane	172	0.0053
GO:0044444	Cytoplasmic part	164	<0.0001
GO:0044422	Organelle part	151	0.0309
GO:0044425	Membrane part	134	0.0088
GO:0031224	Intrinsic component of membrane	116	0.0149
GO:0016021	Integral component of membrane	112	0.0211
GO:0005576	Extracellular region	98	0.0222
GO:0031982	Vesicle	97	0.0001
GO:0005886	Plasma membrane	96	0.0095
GO:0071944	Cell periphery	96	0.0186
GO:0031988	Membrane-bounded vesicle	94	0.0001
GO:0044421	Extracellular region part	91	0.0044
GO:0070062	Extracellular exosome	77	0.0004
GO:0031090	Organelle membrane	69	0.0260
GO:0044459	Plasma membrane part	57	0.0041
GO:0005829	Cytosol	49	0.0335
GO:0098805	Whole membrane	49	0.0378
GO:0005739	Mitochondrion	48	0.0222
GO:0031226	Intrinsic component of plasma membrane	33	0.0170
GO:0005887	Integral component of plasma membrane	30	0.0434
GO:0005773	Vacuole	25	0.0006
GO:0048471	Perinuclear region of cytoplasm	25	0.0041
GO:0005764	Lysosome	23	0.0004
GO:0042470	Melanosome	8	0.0309
GO:0030904	Retromer complex	4	0.0200
GO:0097422	Tubular endosome	3	0.0044
GO:1990622	CHOP-ATF3 complex	2	0.0186

*Whole genome was used as statistical background*.

Protein-protein interaction (PPI) analysis of significantly upregulated mRNAs revealed a significant PPI enrichment (*p* < 0.0001; Figure 3). The number of actually observed edges (*n* = 328) exceeded the expected number of edges (*n* = 231) by 42%. Furthermore, three clusters of at least five interconnected proteins became apparent. 

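Among the genes of the red cluster of Figure 3, several peptides and receptors were higher in FD DRGs. Gal, the neuropeptide galanin, rose 1.43-fold (log2 fold change 0.52, SE 0.064, adjusted p = 0.00374), Uts2b (Uts2d in Figure 3), a peptide related to urotensin, 1.77-fold (adjusted p = 0.00873), and Tac1, the precursor of substance P, 1.27-fold (adjusted p = 0.0493). The receptors were Casr, the calcium-sensing receptor, at 1.48-fold (adjusted p = 0.00625), Sstr2, a somatostatin receptor, at 1.38-fold (adjusted p = 0.0202), Hrh3, a histamine receptor, at 1.29-fold (adjusted p = 0.0249) and Agtr1b, an angiotensin receptor, at 1.27-fold (adjusted p = 0.0311). Of the 12 genes of the red cluster of Figure 3, 12 had a positive log2 fold change and 9 passed the test. Among the other 3 were Ednrb, an endothelin receptor (log2 fold change 0.27, SE 0.062, adjusted p = 0.0546), and Apln, which encodes apelin (log2 fold change 0.27, SE 0.072, adjusted p = 0.0867). Of 6 genes of retrograde transport in the pink cluster, 4 passed the test, among them Vps26a and Vps35, subunits of retromer, at 1.26-fold (adjusted p = 0.0115) and 1.25-fold (adjusted p = 0.0297), Snx8, a sorting nexin, at 1.26-fold (adjusted p = 0.0391) and Wls, a carrier of Wnt proteins, at 1.24-fold (adjusted p = 0.0270). Magel2 was not past the threshold (log2 fold change 0.35, SE 0.085, adjusted p = 0.0676). Snx6 passed with 1 of its 2 probes (log2 fold change 0.36, adjusted p = 0.0311) and not with the brighter one (log2 fold change 0.39, adjusted p = 0.0650). Of the glutathione S-transferases of the orange cluster, Gstt2 rose 1.71-fold (adjusted p = 0.00170) and Gsto1 1.31-fold (adjusted p = 0.00796), and for Gstm2 and Gstm6 the brightest probe did not pass the test and another did (adjusted p = 0.0338 and 0.0242). The study chose these genes on these samples, so their directions are not independent evidence.
Longer lists on the same themes were fixed as well. Of 23 measured neuropeptides and peptide hormones, 4 were higher and 0 lower (6 and 0 when adjusted over the list alone), with a mean log2 fold change of 0.19 (adjusted p = 0.000543 in camera, adjusted p = 0.0934 with an estimated correlation). One of them was Nppa, a natriuretic peptide, at 1.29-fold (adjusted p = 0.0346), in a stretch of chromosome 4 in which 5 of 15 tested genes were called. Of 33 measured genes of retromer and endosome-to-Golgi transport, 4 were higher and 0 lower (9 and 0 when adjusted over the list alone), with a mean of 0.12 (adjusted p = 0.000479 in camera, adjusted p = 0.199 with an estimated correlation). Of 43 measured genes of glutathione metabolism, 3 were higher and 0 lower (11 and 2 when adjusted over the list alone), with a mean of 0.10 (adjusted p = 0.00642 in camera, adjusted p = 0.230 with an estimated correlation). The third was Idh1, an isocitrate dehydrogenase, at 1.21-fold (adjusted p = 0.0433). With the methods' t-test 1 member of each list was higher and 0 lower, and at an unadjusted p under 0.05 0 members of the first and second list and 3 of the glutathione list were lower. At a fold change of at least 1.2, 5, 6 and 7 genes of these lists were higher (Fisher's exact test, one-sided, adjusted p = 0.00333, 0.00330 and 0.00311). The lists hold 5, 6 and 4 genes that the study names, among them all 6 of the retromer list that were counted, so these tests are not independent evidence. Without them the adjusted p was 1, 1 and 0.558 in Fisher's exact test and 0.0711, 0.0661 and 0.0919 in camera.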

Enrichment analysis of those clusters showed that those genes were involved in different pathways (Table 4), the red cluster was related to “G-protein coupled receptor signaling” (e.g., GO:0007186), the pink cluster was involved in “retrograde transport” (GO:0042147) and the orange cluster was related to “glutathione transferase activity” (GO:0004364).

**Figure 3:**
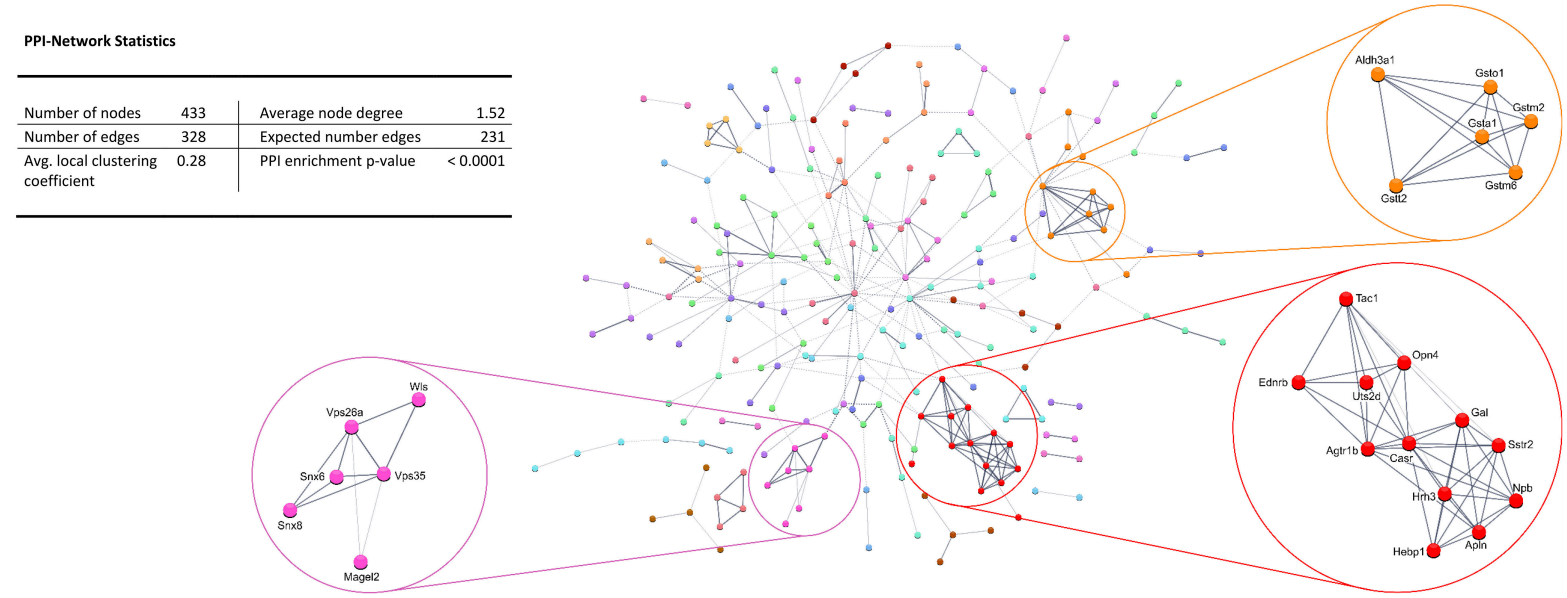
STRING database protein-protein interaction (PPI) network of significantly *upregulated* genes. Cut-off values, *p* ≤ 0.01, fold change ≥ 1.2.

**Table 4:** GO biological processes and molecular functions of PPI-clusters from *upregulated* mRNAs in α-Gal A^(−/0)^ vs. wildtype mice.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**RED CLUSTER**			
GO:0007186	G-protein coupled receptor signaling pathway	9	<0.0001
GO:0044057	Regulation of system process	7	<0.0001
GO:0004930	G-protein coupled receptor activity	6	0.0004
GO:0008217	Regulation of blood pressure	5	<0.0001
GO:0007218	Neuropeptide signaling pathway	4	0.0004
**PINK CLUSTER**			
GO:0042147	Retrograde transport, endosome to Golgi	5	<0.0001
**ORANGE CLUSTER**			
GO:0004364	Glutathione transferase activity	5	<0.0001

### Enriched pathways and protein-protein interactions for downregulated mRNAs

Enrichment analysis for the 306 significantly downregulated genes revealed a variety of regulated pathways, including immune related pathways (e.g., Complement and coagulation cascades, Antigen processing and presentation, Immune system process, Immune responses, etc.), autoimmune diseases (e.g., Systemic lupus erythematosus, Diabetes mellitus Type 1, Autoimmune thyroid disease, Asthma, etc.) and different infection pathways (e.g., Herpes simplex, Staphylococcus aureus, Leishmaniasis, etc.). In addition, “Neuroactive ligand-receptor interaction” (KEGG:04080) and “Vesicle” (GO:0031982) were enriched in the downregulated mRNAs (Table 5).

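Several genes of the immune response were lower in FD DRGs, among them ones that interferon induces. Of 62 measured interferon-stimulated genes, 0 were higher and 13 lower (0 and 43 when adjusted over the list alone), with a mean log2 fold change of -0.40 (adjusted p = 4.55e-25 in camera, adjusted p = 0.184 with an estimated correlation). Usp18, a protease that removes Isg15 from proteins, was 2.10-fold lower (log2 fold change -1.07, SE 0.16, adjusted p = 0.00922), Isg15 itself 1.70-fold (adjusted p = 0.00732), Oasl2, related to the oligoadenylate synthetases, 1.45-fold (adjusted p = 0.00845) and Parp10, a mono-ADP-ribosyltransferase, 1.37-fold (adjusted p = 0.00644). Of 30 measured genes of antigen presentation, 0 were higher and 3 lower (0 and 13 when adjusted over the list alone), with a mean of -0.22 (adjusted p = 3.32e-08 in camera, adjusted p = 0.184 with an estimated correlation). H2-Aa and H2-Eb1, chains of MHC class II molecules, were 1.40-fold (adjusted p = 0.0285) and 1.29-fold lower (adjusted p = 0.0482). Of 30 measured genes of complement and serpins, 0 were higher and 3 lower (0 and 9 when adjusted over the list alone), with a mean of -0.25 (adjusted p = 2.28e-05 in camera, adjusted p = 0.223 with an estimated correlation). The serpins Serpina3n and Serpina3i were 1.55-fold (adjusted p = 0.00235) and 1.62-fold lower (adjusted p = 0.00808), and Serpind1, which encodes the thrombin inhibitor heparin cofactor II, was 1.42-fold lower (adjusted p = 0.00650). With the methods' t-test 0, 0 and 2 members of these 3 lists were lower and 0 higher, and at an unadjusted p under 0.05 44, 15 and 12 were lower and 0, 0 and 1 higher. At a fold change of at least 1.2, 33 interferon-stimulated genes, 12 of antigen presentation and 8 of complement and serpins were lower (Fisher's exact test, one-sided, adjusted p = 5.18e-36, 2.19e-11 and 2.33e-06). With the methods' t-test these counts were 17, 6 and 7 (adjusted p = 9.28e-17, 1.58e-05 and 1.42e-06), with the slide row as a block 18, 6 and 6, and without FD sample 2 that of antigen presentation was 6 (adjusted p = 0.00012). The lists hold 15, 7 and 6 genes that the study names from these samples. Without these the counts were 18, 5 and 2 (adjusted p = 2.76e-16, 0.00153 and 0.411), and the adjusted p in camera was 1.73e-15, 0.000466 and 0.0302. Fisher's exact test takes genes as independent, so its p-values do not allow for genes that vary together. The estimated correlation within the 3 full lists was 0.332, 0.169 and 0.213. Relative to the mean of all 8 samples, interferon-stimulated genes lay at 0.0236, 0.101, 0.373 and 0.301 in wildtype samples 1 to 4. In the FD samples they lay from -0.267 to -0.14. The 20 measured macrophage markers had a mean of -0.014 (adjusted p = 0.491), with Cd68, a lysosomal protein of macrophages, at 0.51 (SE 0.12, adjusted p = 0.0573) and Laptm5 at -0.61 (SE 0.16, adjusted p = 0.0870). The 8 measured T and B cell markers had a mean of 0.051 and a median of -0.088, and the test pointed down (adjusted p = 0.809). Over the 8 samples the mean of complement and serpins followed those of the markers of fibroblasts and meninges (correlation 0.928, and 0.906 within the groups) and of adipocytes (0.910 and 0.876, with 1 shared gene), and within the groups that of macrophage markers (0.917, with 3 shared genes). The means of interferon-stimulated genes and of antigen presentation followed that of erythroid markers (0.879 and 0.874, and 0.826 and 0.832 within the groups). These correlations were chosen after the values were seen, and a change in the mix of cells was not separated from one within cells. Of the 30 genes of antigen presentation, 21 lie in stretches with at least 5 called genes, as do all 3 that were lower, and the other 9 had a mean log2 fold change of -0.044 (adjusted p = 0.409). For the 54 interferon-stimulated genes outside such stretches the mean was -0.38 (adjusted p = 7.92e-22).

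**Figure D4:**
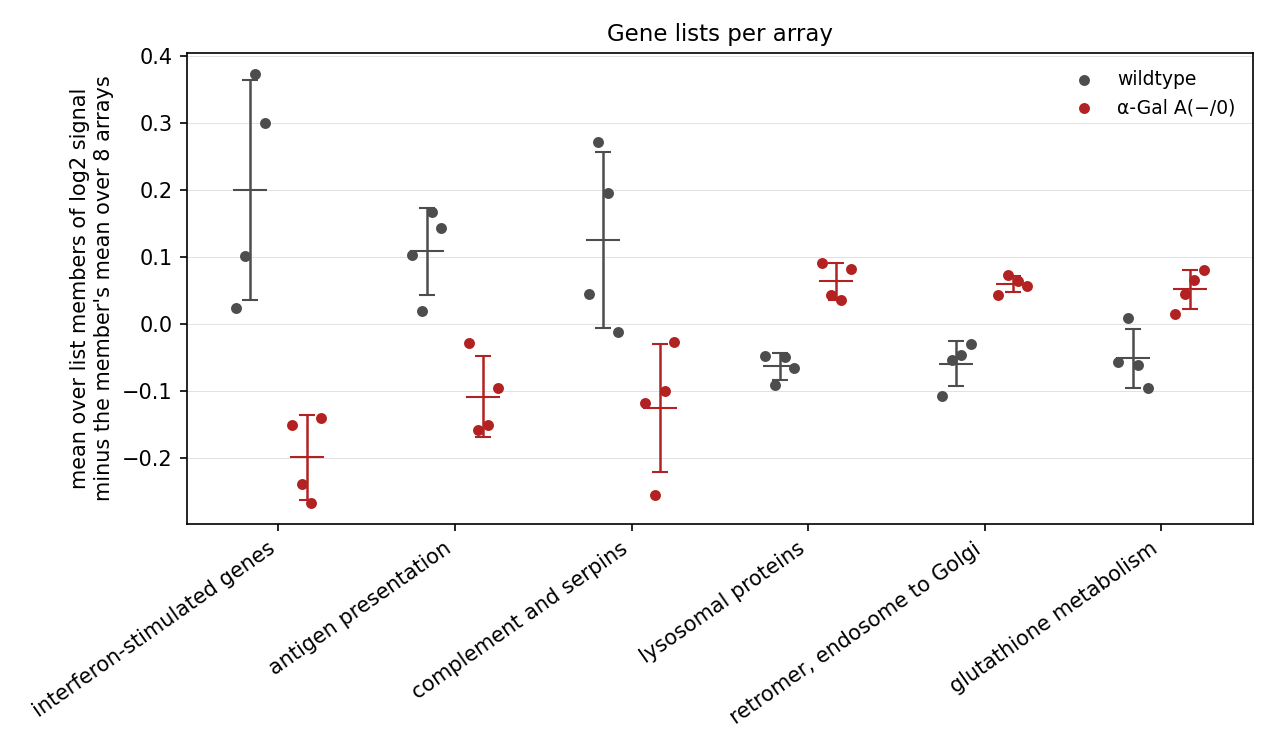
Mean of the centred log2 signals of 6 gene lists in each of the 4 FD and 4 wildtype samples, with group mean and SD. The interferon-stimulated genes have a lower mean in all 4 FD samples than in all 4 wildtype samples.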

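Receptors for transmitters and peptides were among the genes lower in FD DRGs. Hcrtr1, the orexin 1 receptor, was 1.70-fold lower (log2 fold change -0.77, SE 0.079, adjusted p = 0.00145 in limma), and its other probe fell by 0.84 on the log2 scale. P2rx6, a subunit of ATP-gated channels, was 1.40-fold lower (log2 fold change -0.49, SE 0.092, adjusted p = 0.0292), and Htr2a, a serotonin receptor, 1.37-fold (log2 fold change -0.46, SE 0.066, adjusted p = 0.00813). Hcrtr1 lies in the stretch of chromosome 4 that also holds Hdac1. These genes are named by the study from these samples, and no list of either term was fixed, so their enrichment was not tested here.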

**Table 5:** Enrichment-analysis for *downregulated* mRNAs in α-Gal A^(−/0)^ vs. wildtype mice using gene ontology and KEGG pathway annotations.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**KEGG PATHWAYS**			
05168	Herpes simplex infection	12	0.0003
04080	Neuroactive ligand-receptor interaction	10	0.0220
05164	Influenza A	9	0.0050
05322	Systemic lupus erythematosus	8	0.0007
05150	Staphylococcus aureus infection	7	0.0003
04514	Cell adhesion molecules (CAMs)	7	0.0247
04145	Phagosome	7	0.0319
05332	Graft-versus-host disease	6	0.0010
05330	Allograft rejection	5	0.0058
04940	Type I diabetes mellitus	5	0.0100
05320	Autoimmune thyroid disease	5	0.0159
05140	Leishmaniasis	5	0.0193
04612	Antigen processing and presentation	5	0.0220
05133	Pertussis	5	0.0220
05416	Viral myocarditis	5	0.0220
04610	Complement and coagulation cascades	5	0.0247
05310	Asthma	4	0.0050
04672	Intestinal immune network for IgA production	4	0.0220
**BIOLOGICAL PROCESSES (GO)**			
GO:0050896	Response to stimulus	93	<0.0001
GO:0044707	Single-multicellular organism process	75	0.0471
GO:0048523	Negative regulation of cellular process	61	0.0268
GO:0006950	Response to stress	54	0.0005
GO:0051239	Regulation of multicellular organismal process	43	0.0301
GO:0010033	Response to organic substance	38	0.0351
GO:0002376	Immune system process	36	<0.0001
GO:0006952	Defense response	31	0.0000
GO:0051240	Positive regulation of multicellular organismal process	30	0.0222
GO:0006955	Immune response	24	0.0007
GO:0007155	Cell adhesion	22	0.0465
GO:0045087	Innate immune response	19	0.0001
GO:0009607	Response to biotic stimulus	19	0.0280
GO:0051707	Response to other organism	18	<0.0001
GO:0098609	Cell-cell adhesion	17	0.0178
GO:0002252	Immune effector process	14	0.0080
GO:0016337	Single organismal cell-cell adhesion	14	0.0465
GO:0051962	Positive regulation of nervous system development	14	0.0465
GO:0034109	Homotypic cell-cell adhesion	12	0.0259
GO:0009615	Response to virus	10	0.0146
GO:0022409	Positive regulation of cell-cell adhesion	9	0.0396
GO:0019882	Antigen processing and presentation	7	0.0077
GO:0016064	Immunoglobulin mediated immune response	7	0.0080
GO:0006959	Humoral immune response	7	0.0280
GO:0002455	Humoral immune response mediated by circulating immunoglobulin	6	0.0015
GO:0048002	Antigen processing and presentation of peptide antigen	5	0.0280
GO:0019886	Antigen processing and presentation of exogenous peptide antigen via MHC class II	4	0.0080
GO:0070268	Cornification	2	0.0471
**CELLULAR COMPONENT (GO)**			
GO:0005575	Cellular_component	183	0.0002
GO:0044464	Cell part	160	0.0052
GO:0005623	Cell	160	0.0057
GO:0016020	Membrane	112	0.0004
GO:0044425	Membrane part	91	0.0003
GO:0031224	Intrinsic component of membrane	82	0.0002
GO:0016021	Integral component of membrane	80	0.0002
GO:0005886	Plasma membrane	68	0.0003
GO:0071944	Cell periphery	68	0.0005
GO:0005576	Extracellular region	62	0.0252
GO:0044421	Extracellular region part	58	0.0054
GO:0031982	Vesicle	57	0.0041
GO:0031988	Membrane-bounded vesicle	52	0.0252
GO:0070062	Extracellular exosome	49	0.0016
GO:0044459	Plasma membrane part	40	0.0011
GO:0005615	Extracellular space	25	0.0252
GO:0005887	Integral component of plasma membrane	24	0.0026
GO:0098797	Plasma membrane protein complex	16	0.0011
GO:0045121	Membrane raft	10	0.0252
GO:0072562	Blood microparticle	6	0.0252
GO:0042611	MHC protein complex	5	0.0002
GO:0042613	MHC class II protein complex	4	0.0001
GO:0035098	ESC/E(Z) complex	3	0.0252

*Whole genome was used as statistical background*.

Also, the PPI analysis of significantly downregulated mRNAs revealed a significant PPI enrichment (*p* < 0.0001; Figure 4). Actually observed edges (*n* = 250) exceeded the expected number of edges (*n* = 134) by 87%. Also for the downregulated mRNAs clusters of interconnected proteins emerged. Enrichment analysis showed three clusters (i.e., green, purple, and cyan) related to the immune system (e.g., Immune system process—GO: 0002376, Immune response—GO:0006955). 

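Of the 19 genes of the green cluster of Figure 4, 18 had a negative log2 fold change in FD DRGs and 12 were lower at an adjusted p under 0.05 in limma. Ifnar1, a chain of the receptor of type I interferons, was 1.61-fold lower (log2 fold change -0.69, SE 0.055, adjusted p = 0.000388) with 1 of its 3 probes, and the other 2, at log2 fold changes of -0.33 and -0.017, did not pass the test. Ifi27l2a, an interferon-induced mitochondrial protein, was 1.65-fold lower (adjusted p = 0.0133), Gbp6, a guanylate-binding protein, 1.50-fold (adjusted p = 0.0121), Irf5, an interferon regulatory factor, 1.43-fold (adjusted p = 0.0208), and Tnfsf10, a ligand that triggers apoptosis, 1.33-fold (adjusted p = 0.0492). Irf7, a regulator of interferon genes, had a log2 fold change of -0.78 (SE 0.18, adjusted p = 0.0573), Zbp1, a sensor of nucleic acids, one of -0.90 (SE 0.20, adjusted p = 0.0533) and Nedd4l, a ubiquitin ligase, one of -0.16 (SE 0.074, adjusted p = 0.317). The exception in direction was Rps25, a ribosomal protein, whose brighter probe had a log2 fold change of 0.040 (adjusted p = 0.839) and whose dimmer one fell by 0.90 (adjusted p = 0.0249). All 6 genes of the purple cluster had negative values and 2 passed the test. Of the rest, C3, the central complement component, had a log2 fold change of -0.75 (SE 0.17, adjusted p = 0.0506), C1s1 (C1s in Figure 4) of -0.46 (SE 0.10, adjusted p = 0.0510) and C1ra of -0.38 (SE 0.090, adjusted p = 0.0598). Serping1, the inhibitor of complement component C1, passed with 1 of its 2 probes, which fell by 0.42 (adjusted p = 0.0294), and not with the brighter one (adjusted p = 0.0672). All 7 genes of the cyan cluster had negative values and 2 passed the test. H2-DMb1, which helps to load peptides on MHC class II, had a log2 fold change of -0.32 (SE 0.072, adjusted p = 0.0504) and Ly86, which binds a relative of Toll-like receptors, of -0.39 (SE 0.092, adjusted p = 0.0635). The study chose the genes of these clusters on these samples, so the counts are not independent evidence. Rps25 lies in the stretch of chromosome 9 that also holds Tmem25.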

The blue cluster was associated with gene regulation (e.g., Chromatin modification—GO:0016568) and the rose cluster was related to “G-protein coupled receptor activity” (GO:0004930) (Table 6).

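Of the genes of the blue cluster, 5 were measured, and 2 of them were lower in FD DRGs at an adjusted p under 0.05 in limma. Hdac1 was lower with its brightest probe by 1.81-fold (log2 fold change -0.85, SE 0.070, adjusted p = 0.000427), and Ezh2, the methyltransferase of the Polycomb repressive complex, was 1.54-fold lower (log2 fold change -0.62, SE 0.10, adjusted p = 0.0167). Macroh2a1 (H2afy in Figure 4), a histone variant, had a log2 fold change of -0.35 (SE 0.078, adjusted p = 0.0505) and Cbx3, a heterochromatin protein, of -0.085 (SE 0.063, adjusted p = 0.527). Rbbp4, a histone-binding protein, did not pass with its brighter probe (log2 fold change -0.058, SE 0.086, adjusted p = 0.765), and its dimmer probe fell by 0.90 (adjusted p = 0.00941). Of 40 measured chromatin and histone modifiers, 0 were higher and 2 lower (0 and 3 when adjusted over the list alone), with a mean log2 fold change of -0.071 (adjusted p = 0.0119 in camera, adjusted p = 0.203 with an estimated correlation). Of these, 2 were higher at an unadjusted p under 0.05, and with the methods' t-test 0 were higher and 1 lower. The list holds 5 genes that the study names, and without these its adjusted p was 0.202. All 5 genes of the rose cluster had negative values and 4 passed the test. Lpar3, a receptor of lysophosphatidic acid, was 1.24-fold lower (log2 fold change -0.31, SE 0.068, adjusted p = 0.0476), and Kalrn, a guanine nucleotide exchange factor, was just above the threshold (log2 fold change -0.31, SE 0.068, adjusted p = 0.0504). Hdac1 and Rbbp4 lie in 1 stretch of chromosome 4 with 19 called genes, and Ezh2 in one of chromosome 6 in which 8 of 51 tested genes were called.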

**Figure 4:**
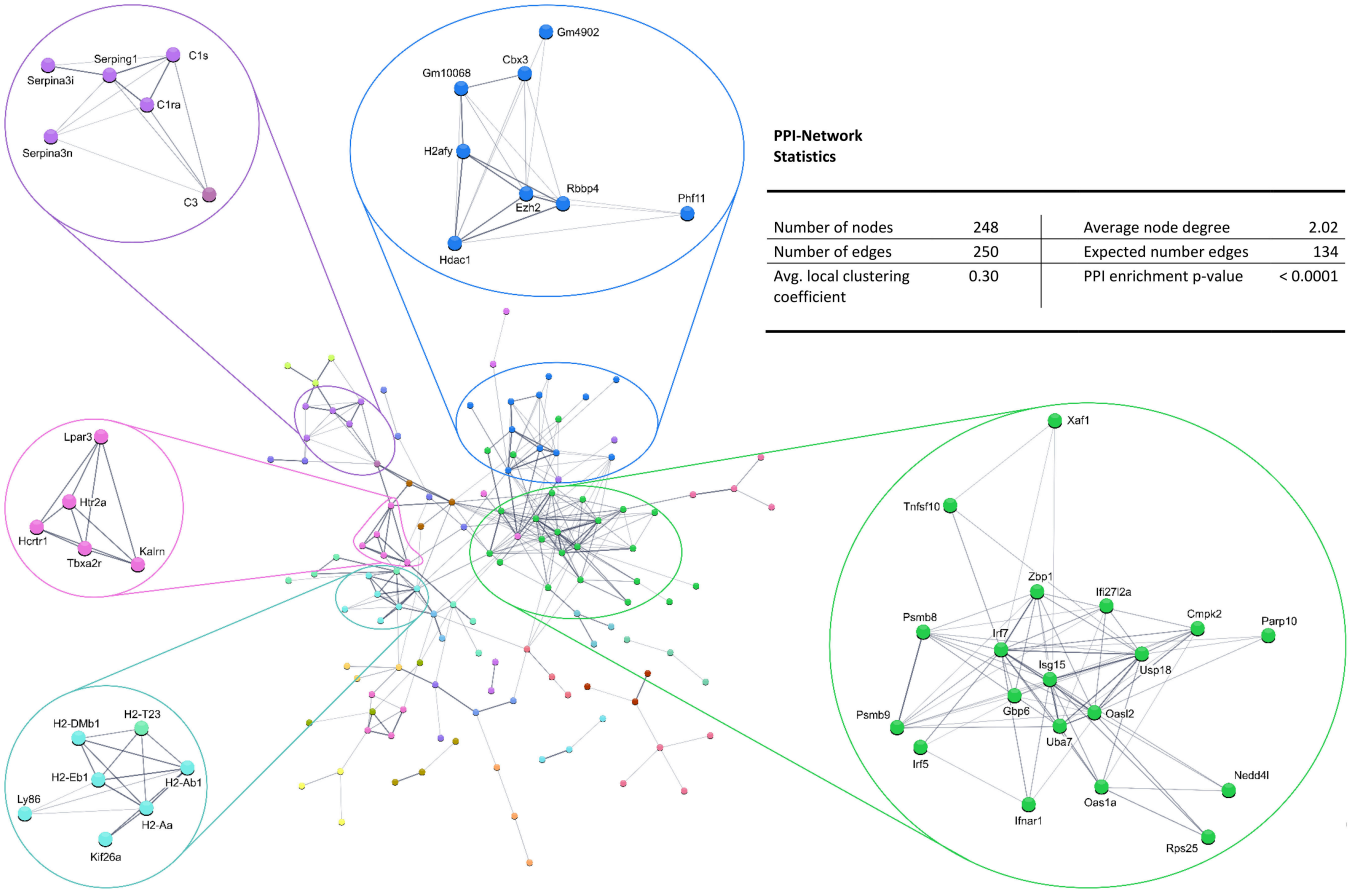
STRING database protein–protein interaction (PPI) network of significantly *downregulated* genes. Cut-off values, *p* ≤ 0.01, fold change ≥ 1.2.

**Table 6:** GO biological processes and molecular functions of PPI-clusters from *downregulated* mRNAs in α-Gal A^(−/0)^ vs. wildtype mice.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**GREEN CLUSTER**			
GO:0002376	Immune system process	10	<0.0001
GO:0051707	Response to other organism	8	<0.0001
GO:0009615	Response to virus	7	<0.0001
GO:0002252	Immune effector process	7	<0.0001
GO:0051607	Defense response to virus	6	<0.0001
GO:0045087	Innate immune response	6	0.0005
**BLUE CLUSTER**			
GO:0016568	Chromatin modification	5	0.0007
GO:0045814	Negative regulation of gene expression, epigenetic	4	<0.0001
**PURPLE CLUSTER**			
GO:0006952	Defense response	5	0.0003
GO:0002455	Humoral immune response mediated by circulating immunoglobulin	4	<0.0001
GO:0006958	Complement activation, classical pathway	4	<0.0001
GO:0045087	Innate immune response	4	0.0007
**ROSE CLUSTER**			
GO:0004930	G-protein coupled receptor activity	4	0.0049
**CYAN CLUSTER**			
GO:0006955	Immune response	6	<0.0001
GO:0048002	Antigen processing and presentation of peptide antigen	5	<0.0001
GO:0019886	Antigen processing and presentation of exogenous peptide antigen via MHC class II	4	<0.0001
GO:0003823	Antigen binding	4	<0.0001
GO:0034341	Response to interferon-gamma	3	0.0004
GO:0042605	Peptide antigen binding	3	<0.0001

### Ion channel regulation

As the sensory deficits of Fabry patients are generally accepted to be caused by changes in the excitability of sensory neurons, we specifically searched our dataset for genes related to ion channels, ion channel function and trafficking. 

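Small negative differences were measured for a sodium and a calcium channel in FD DRGs. Scn7a, a sodium channel of the salt-sensing type, had a log2 signal of 10.16 ± 0.11 (SD, n = 4) in FD DRGs and 10.46 ± 0.10 (SD, n = 4) in wildtype DRGs, which did not pass the test (log2 fold change -0.30, SE 0.078, adjusted p = 0.0801 in limma). Cacna1h, the T-type calcium channel Cav3.2 of sensory neurons, had a log2 fold change of -0.33 (SE 0.073, adjusted p = 0.0511) with the probe of Table 7 and of -0.041 with its other probe. Scn10a, the sodium channel Nav1.8 of nociceptors, had one of -0.14 (SE 0.054, adjusted p = 0.229). Of 14 measured voltage-gated sodium channels and 18 calcium channels, 0 were higher and 0 lower in limma, 1 calcium channel was lower when adjusted over the list alone, and with the methods' t-test 0 of either passed. At an unadjusted p under 0.05 1 sodium channel was higher and 3 lower, and 1 calcium channel was higher and 4 lower. As a list the sodium channels had a mean log2 fold change of -0.054 (adjusted p = 0.0693 in camera, adjusted p = 0.220 with an estimated correlation) and the calcium channels of -0.17 (adjusted p = 0.0183 in camera, adjusted p = 0.402 with an estimated correlation). Of 80 measured potassium channels, 2 were higher and 4 lower (2 and 5 when adjusted over the list alone, 3 and 1 with the methods' t-test), with a mean of -0.079 (adjusted p = 0.00409 in camera, adjusted p = 0.287 with an estimated correlation). The 16 measured nociceptor markers had a mean of -0.079 (adjusted p = 0.0755 in camera, adjusted p = 0.220 with an estimated correlation), and at the preset correlation passed the threshold without the 4 members that the study names (mean -0.13, adjusted p = 0.0286) and without genes in stretches of called genes (adjusted p = 0.0371). The adjusted p of the calcium channels was 0.125 without FD sample 4 and 0.0787 without wildtype sample 1, and that of the sodium channels was 0.044 with the methods' t-test, 0.0461 with an intensity trend and a robust prior, and 0.0448 without FD sample 1, all at the preset correlation.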

Besides downregulation of voltage-gated sodium and calcium channels (i.e., Scn7a and Cacna1h), we found that several potassium channels and potassium channel associated proteins were differentially expressed (Table 7). 

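Kcnmb1, the beta subunit of the large-conductance calcium-activated potassium channel, fell most among these genes in FD DRGs and was 1.61-fold lower, with a log2 signal of 10.71 ± 0.054 (SD, n = 4) in FD DRGs and 11.41 ± 0.036 (SD, n = 4) in wildtype DRGs (log2 fold change -0.69, SE 0.053, adjusted p = 0.000282 in limma). Kcnt1, a sodium-activated potassium channel, was 1.32-fold lower (log2 fold change -0.40, SE 0.072, adjusted p = 0.0236), Kcnip2, which binds Kv4 channels, 1.31-fold (adjusted p = 0.0285), and Kctd16, an auxiliary subunit of GABA-B receptors, 1.30-fold (adjusted p = 0.0294). Kcnb2, a delayed-rectifier channel (log2 fold change -0.29, SE 0.073, adjusted p = 0.0771), and Kctd11 (log2 fold change -0.28, SE 0.069, adjusted p = 0.0676) did not pass the test. Kcnmb1 is also a marker of smooth muscle, and the 9 measured markers of smooth muscle and pericytes had a mean log2 fold change of -0.23 (adjusted p = 0.0108 in camera, adjusted p = 0.220 with an estimated correlation). The list holds Kcnmb1 itself, its only called member, and without it the mean was -0.17 (adjusted p = 0.137).

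**Figure D5:**
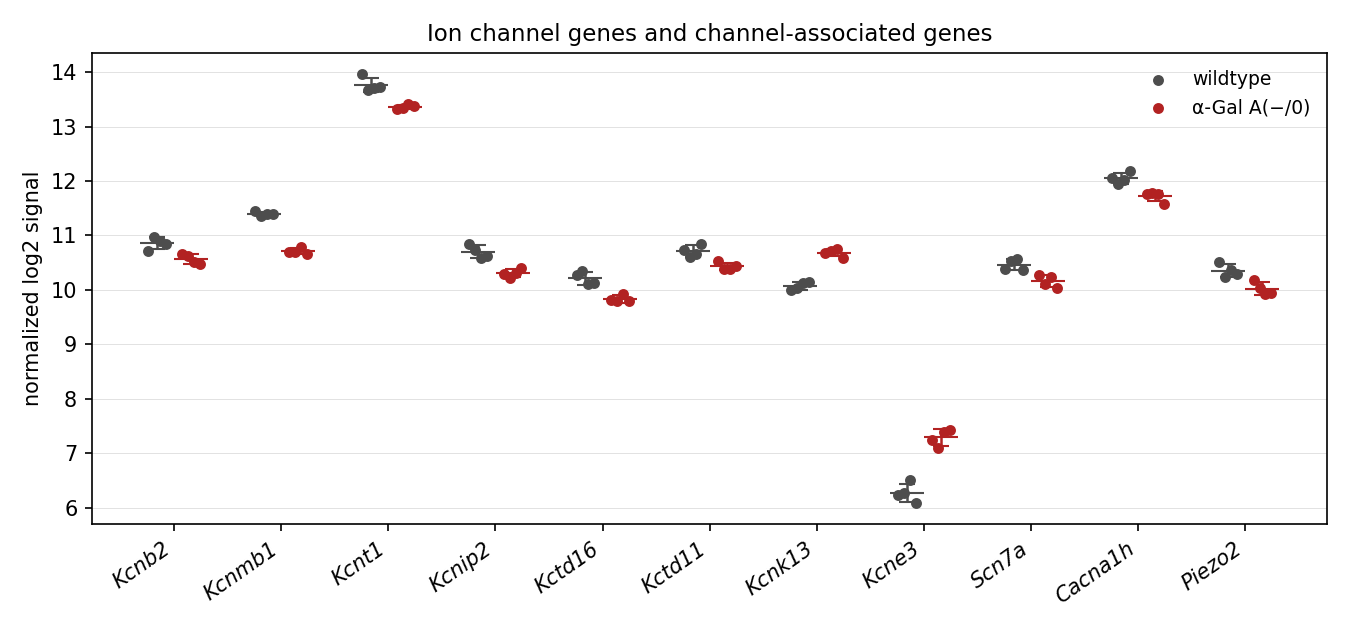
Log2 signal of ion channel and associated genes in each of the 4 FD and 4 wildtype samples, with mean and SD. Kcnmb1 fell by 0.69 on the log2 scale, and Kcnb2, Kctd11, Scn7a, Cacna1h and Piezo2 did not pass an adjusted p of 0.05.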

Voltage-gated (i.e., Kcnb2) and calcium activated potassium channel subunits (i.e., Kcnmb1 and Kcnt1), as well as potassium channel tetramerization and interacting proteins (i.e., Kcnip2, Pctd16, and Kctd11) were downregulated in DRGs from FD mice. In contrast, the potassium channel ancillary beta subunit Kcne3 was upregulated. 

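Kcne3, an accessory subunit of voltage-gated potassium channels, rose 2.02-fold in FD DRGs with 1 probe (log2 fold change 1.02, SE 0.11, adjusted p = 0.00147 in limma) and 1.77-fold with the other (adjusted p = 0.00120). Kcnk13, a subunit of the background potassium channel THIK-1, was higher as well, 1.52-fold (log2 fold change 0.61, SE 0.061, adjusted p = 0.00134). Hvcn1, a voltage-gated proton channel, was 1.57-fold (log2 fold change 0.65, SE 0.10, adjusted p = 0.0140) and 1.36-fold higher (adjusted p = 0.0420) with its 2 probes. Hvcn1 lies in a stretch of chromosome 5 in which 6 of 39 tested genes were called.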

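Piezo2, the mechanically activated channel of touch and proprioception, had a log2 signal of 10.02 ± 0.12 (SD, n = 4) in FD DRGs and 10.35 ± 0.12 (SD, n = 4) in wildtype DRGs with the probe of Table 7, a 1.26-fold lower value (log2 fold change -0.33, SE 0.085, adjusted p = 0.0806 in limma). Its other 2 probes had log2 fold changes of -0.16 and -0.14, and none of the 3 passed an adjusted p of 0.05. At an unadjusted p, the probe of Table 7 was at 0.00391 in limma. Of 20 measured other sensory channels, the list to which Piezo2 belongs, 1 was higher and 1 lower (2 and 1 when adjusted over the list alone), with a mean of -0.018 (adjusted p = 0.356 in camera).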

Last but not least, the mechanosensitive ion channel Piezo2 was significantly downregulated. Against all expectation, we found none of the pain-associated transient receptor potential (TRP) channels regulated.

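Of 21 measured TRP channels, which sense heat, cold and chemical irritants, 0 were higher or lower in FD DRGs at an adjusted p under 0.05 in limma or with the methods' t-test (1 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05, 3 were higher and 1 lower, and at the criteria of an unadjusted p of at most 0.01 and a fold change of at least 1.2, 1 was higher in limma, Mcoln1. The smallest adjusted p was that of Mcoln1, a cation channel of lysosomes, with a log2 fold change of 0.27 (SE 0.061, adjusted p = 0.0565), followed by Trpm2 at 0.26 (SE 0.088, adjusted p = 0.164) and Trpm1 at -0.53 (SE 0.19, adjusted p = 0.194). As a list the TRP channels had a mean log2 fold change of -0.0094 (adjusted p = 0.715 in camera, adjusted p = 0.761 with an estimated correlation).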

**Table 7:** Raw expression values, fold changes, and statistical analysis for significantly regulated ion channels.

**NCBI RefSeq ID**	**Gene symbol**	**Gene name**	**Expression α-Gal A^(−/0)^**	**Expression wildtype**	**Fold change**	***p*-value**	**FDR**
**UPREGULATED GENES**							
NM_020574	Kcne3	Potassium voltage-gated channel, Isk-related subfamily, gene 3	160	77	2.0	0.0001	0.0332
NM_001190870	Kcne3	Potassium voltage-gated channel, Isk-related subfamily, gene 3	142	77	1.8	0.0001	0.0236
NM_001042489	Hvcn1	Hydrogen voltage-gated channel 1	215	133	1.6	0.0045	0.1545
NM_146037	Kcnk13	Potassium channel, subfamily K, member 13	1,721	1,049	1.5	0.0000	0.0122
NM_001042489	Hvcn1	Hydrogen voltage-gated channel 1	312	217	1.4	0.0046	0.1565
**DOWNREGULATED GENES**							
NM_031169	Kcnmb1	Potassium large conductance calcium-activated channel, subfamily M, beta member 1	1,759	2,621	−1.6	0.0000	0.0059
NM_011028	P2rx6	Purinergic receptor P2X, ligand-gated ion channel, 6	523	682	−1.4	0.0045	0.1546
NM_175462	Kcnt1	Potassium channel, subfamily T, member 1	11,165	13,232	−1.3	0.0056	0.1701
NM_145703	Kcnip2	Kv channel-interacting protein 2	1,321	1,598	−1.3	0.0027	0.1273
NM_026135	Kctd16	Potassium channel tetramerisation domain containing 16	947	1,140	−1.3	0.0029	0.1327
NM_001039485	Piezo2	Piezo-type mechanosensitive ion channel component 2	1,089	1,258	−1.3	0.0085	0.1956
NM_021415	Cacna1h	Calcium channel, voltage-dependent, T type, alpha 1H subunit	3,547	4,085	−1.3	0.0029	0.1327
NM_009135	Scn7a	Sodium channel, voltage-gated, type VII, alpha	1,193	1,366	−1.2	0.0071	0.1837
NM_001098528	Kcnb2	Potassium voltage gated channel, Shab-related subfamily, member 2	1,600	1,799	−1.2	0.0061	0.1744
NM_153143	Kctd11	Potassium channel tetramerisation domain containing 11	1,445	1,624	−1.2	0.0051	0.1637

### RT-qPCR validation of regulated genes

To validate the differentially expressed genes from the microarray expression profiling, we performed RT-qPCR analysis of the top 10 up- and downregulated genes in a separate set of samples from α-Gal A^(−/0)^ mice backcrossed with C57BL/6J mice and C57BL/6J wildtype mice. We found that 9/10 of the upregulated genes (i.e., Rnf39, Opn4, Ecel1, Dnah8, Amz1, Dnase1l3, Meig1, Atf3, and Ncapg2) showed significant upregulation, whereas only one gene (i.e., Samd8) was not regulated (Figure 5A). For the downregulated genes, 6/10 genes (i.e., Slc51a, Zfp932, Gm1987, Syt15, Nnat, and Hdac1) were significantly downregulated, and four genes (i.e., Tmem25, S100pbp, Pmepa1, and Dock4) did not show regulation (Figure 5B). Thus, differential expression of 75% of the genes selected for RT-qPCR validation could be verified.

**Figure 5:**
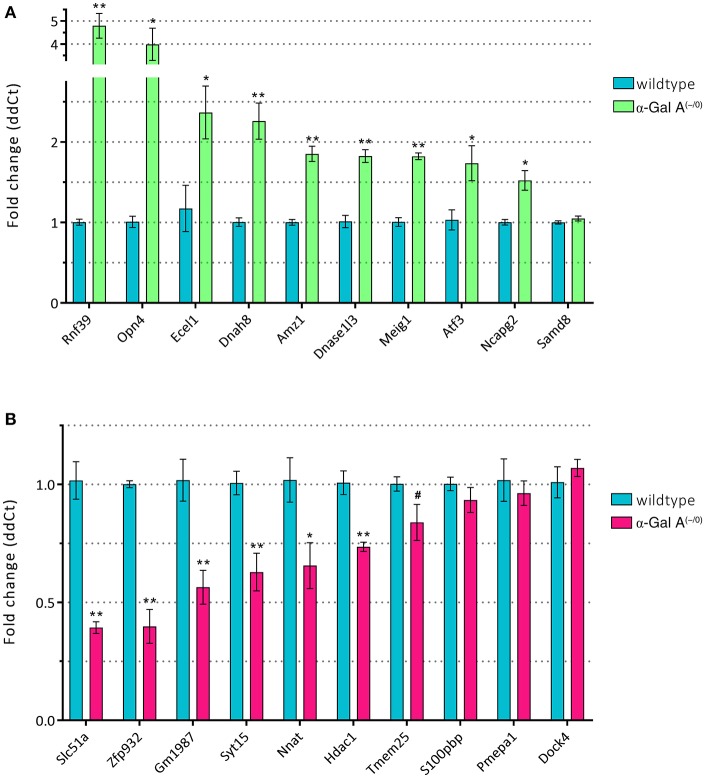
RT-qPCR validation of up- **(A)** and *downregulated* genes **(B)**. ^*^p < 0.05, ^**^p < 0.01, #*p* < 0.1.

## Discussion

Neuropathic pain and small-nerve fiber neuropathy are among the first symptoms of Fabry disease and affect the majority of patients already in early childhood. Therefore, the involvement of sensory neurons, whose cell somata are located in DRGs, is evident. However, our study is the first to present a differential gene expression profile of DRGs from α-Gal A^(−/0)^ mice, a recognized mouse model for FD (Ohshima et al., 1997; Lakoma et al., 2014; Uceyler et al., 2016), and wildtype controls. We performed microarray expression profiling and found that 812 genes were significantly deregulated, 506 of them being upregulated and 306 being downregulated. Enrichment analysis revealed that the two pathways “lysosome” and “ceramide metabolic process” were significantly enriched. As FD is part of the broad family of lysosomal storage disorders that all show defects in ceramide metabolism (Platt et al., 2012), our results demonstrate the involvement of these two pathways also in DRG neurons and therefore enhance the reliability of the current analysis.

When taking a closer look at the significantly downregulated genes the “immune system” emerged as another disease specific entity. Lysosomal storage disorders in general are associated with deficits in processing of protein antigens and antibody production (Daly et al., 2000), and Hawkins-Salsbury et al. (2011) specifically report an immune deficit in Fabry patients. In the present study, enrichment analysis of downregulated genes revealed mainly immune system related pathways and processes, for example different autoimmune diseases, infection pathways and processes like “immune responses” or “antigen processing and presentation” (Table 5). In this regard, it might be noted that the downregulated purple cluster which includes serine-protease inhibitors (Serpins) might also be involved in nervous system related symptoms. Serpins are known to play a role in coagulation, and loss of serpins might induce a variety of bleeding disorders (Kaiserman et al., 2006). It has recently been shown that angiokeratoma, one of the first dermatologic disease presentations in Fabry patients, if present in gastrointestinal mucosa can lead to life-threatening bleeding episodes during coagulation therapy (Oh et al., 2016; Kang et al., 2017). Interestingly, 30% of Fabry patients show cerebral microbleeds (Kono et al., 2016), which together with the downregulated Thrombospondin 1 (Thsd7a) and Thromboxane a2 receptor (Tbxa2r) can be related to a general deficit in blood coagulation pathways. Further analysis of the regulation and impairment of those genes might open up new treatment strategies for cerebral vasculopathy, including cerebral hemorrhage, stroke, or other cerebral lesions associated with FD (Schiffmann and Moore, 2006). In a mouse model of neuropathic pain, it has been shown that mice that underwent surgery for chronic constriction injury showed activation of the immune system in higher brain structures (Koks et al., 2008). Based on these results it would be interesting to see if this immune activation is also present in brains of FD mice and/or patients.

Enrichment analysis of the upregulated clusters revealed significant enrichment of the “G-protein coupled receptor signaling” and “retrograde transport” pathways. Upregulation of genes in these clusters could be related to hypersensitivity and changes in excitability of DRG nerve fibers as a possible underlying cause of the frequent pain attacks experienced by Fabry patients (Schiffmann and Moore, 2006; Uceyler et al., 2014). Although the genes in the reported clusters are not directly related to changes in excitability, a number of ion channels were significantly deregulated and could be responsible for the hyperexcitability. Besides downregulation of voltage-gated sodium and calcium channels, different potassium channels and associated proteins showed regulation. In contrast, only Kcne3—a potassium channel ancillary beta subunit known to increase excitability (Abbott et al., 2001)—was upregulated. To date, knowledge on changes in ion channel expression and function in FD are sparse and controversial. Lakoma et al. (2014) reported increased immunoreactivity for a voltage-gated sodium channel Na_v_1.8 (Scn10a) in skin samples of FD mouse sensory neurons including the free nerve endings. Recently, decreased conductance of sodium currents in dissociated DRG neurons from FD mice was demonstrated (Namer et al., 2017). This latter publication also reported activation of voltage-gated potassium channels at more depolarized potentials, supporting a general reduction in FD neuron excitability (Namer et al., 2017). With regard to calcium channels it has been shown that Lyso-Gb3 enhances voltage-gated calcium currents in DRGs of FD mice (Choi L. et al., 2015), whereas Namer et al. (2017) report decreased voltage-gated calcium currents in α-Gal A^(−/0)^ nociceptors. We also found a downregulation of the mechanosensitive ion channel Piezo2 mRNA, which may possibly be correlated to the decreased number of mechanosensitive fibers found in both human patients and FD mice (Namer et al., 2017). With regards to temperature sensitive ion channels it has been shown that expression of Trpv1 was increased, whereas expression of Trpm8 was decreased in skin biopsies of FD mice (Lakoma et al., 2014, 2016), which may be related to the changed thermal thresholds reported in both Fabry patients and mice (Sheth and Swick, 1980; Dutsch et al., 2002; Uceyler et al., 2013; Namer et al., 2017). 

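Trpv1, the heat and capsaicin receptor of nociceptors, had a log2 signal of 12.64 ± 0.028 (SD, n = 4) in FD DRGs and 12.51 ± 0.049 (SD, n = 4) in wildtype DRGs (log2 fold change 0.13, SE 0.051, adjusted p = 0.221 in limma). Trpm8, the cold and menthol receptor, had a log2 signal of 8.07 ± 0.16 (SD, n = 4) in FD DRGs and 8.09 ± 0.0033 (SD, n = 4) in wildtype DRGs (log2 fold change -0.012, SE 0.081, adjusted p = 0.955). Neither difference passed the test, and these values are from lumbar DRGs and not from skin.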

The present unbiased screen for differentially expressed ion channels did not confirm deregulation of Trpv1 or Trpm8 though.

Previous gene expression studies were not performed in neuronal tissues but could still be affected by the same regulating pathways. In α-Gal A^(−/0)^ fibroblasts and endothelial cells K_Ca_3.1 (Kcnn4) was downregulated (Choi et al., 2014; Choi J. Y. et al., 2015) and the conductance of calcium-activated potassium channels was reduced (Olivan-Viguera et al., 2017). Additional gene expression studies have been performed in hepatic, renal and human blood cells (Park et al., 2009; Cigna et al., 2013; Shin et al., 2015). Thrombospondin 2 and 4 have been found to be upregulated in FD kidney cells (Park et al., 2009), whereas our results show a downregulation of both Thrombospondin 1 (Thsd7a) and Thromboxane a2 receptor (Tbxa2r) in FD DRGs. Both observations point towards impaired blood coagulation pathways in FD. 

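Thsd7a, whose name in the annotation is thrombospondin type 1 domain containing 7A, was 1.34-fold lower in FD DRGs (log2 fold change -0.42, SE 0.062, adjusted p = 0.00860 in limma). Of its other 2 probes, 1 also passed the test (adjusted p = 0.0179) and the other did not (adjusted p = 0.198). Tbxa2r, the receptor of the platelet activator thromboxane A2, was 1.48-fold lower (log2 fold change -0.57, SE 0.11, adjusted p = 0.0312), and lies in a stretch of chromosome 10 in which 10 of 55 tested genes were called. The thrombospondins themselves, secreted proteins of the matrix, did not pass the test. Thbs1 had a log2 fold change of -0.46 (SE 0.20, adjusted p = 0.291), Thbs2 of 0.022 (SE 0.15, adjusted p = 0.955) and Thbs4 of -0.53 (SE 0.16, adjusted p = 0.128).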

In the same screen Neuropeptide Y (NPY) was found to be upregulated (Park et al., 2009). In the current dataset, a different neuropeptide, Neuropeptide B, was significantly upregulated, which has been shown to be functionally connected with NPY at least in fish (Yang et al., 2014). Furthermore, different types of S100 calcium binding proteins, i.e., S100a4/a8/a9 are upregulated in liver and kidney (Park et al., 2009), whereas S100pbp (a S100P binding protein) was decreased in FD DRGs in the present screen.

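Npb, which encodes neuropeptide B, was higher in FD DRGs with 1 of its 3 probes, 1.22-fold (log2 fold change 0.29, SE 0.058, adjusted p = 0.0345 in limma). The brightest probe (log2 fold change 0.26, SE 0.088, adjusted p = 0.178) and the remaining one (log2 fold change 0.22, SE 0.057, adjusted p = 0.0801) did not pass the test. The probe of Npy, which encodes neuropeptide Y, was well above background on 4 FD arrays and 2 wildtype arrays and so was not tested. Its log2 signal was 5.97 ± 0.69 (SD, n = 4) in FD DRGs and 5.48 ± 1.10 (SD, n = 4) in wildtype DRGs.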

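S100pbp was 2.50-fold lower in FD DRGs with 1 probe (log2 fold change -1.32, SE 0.096, adjusted p = 0.000197 in limma), and its other probe, at a log2 fold change of -0.26, did not pass the test (adjusted p = 0.537). S100pbp lies in the stretch of chromosome 4 that also holds Hdac1, Rbbp4 and Hcrtr1. The paper's RT-qPCR on backcrossed mice did not find it changed. S100a4, S100a8 and S100a9, calcium-binding proteins of which the last 2 are abundant in neutrophils, did not pass the test. Their log2 fold changes were -0.24 (SE 0.11, adjusted p = 0.291), 0.044 (SE 0.65, adjusted p = 0.980) and 0.13 (SE 0.57, adjusted p = 0.929).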

The deregulated genes that emerged from our analysis largely overlap with genes from previous reports on other painful disorders, although the direction of regulation does not always match. Upregulation of the transcription factor Atf3 is in line with previous reports that showed induction of Atf3 in DRGs in different models of nerve injury (Tsujino et al., 2000; Shortland et al., 2006; Matsuura et al., 2013), as well as upon exposure to noxious stimuli (Braz and Basbaum, 2010). Also, the adenosine receptor Adora2b which was upregulated in FD mice promotes chronic pain through neuro-immune interactions (Hu et al., 2016). The Tyrp1 gene has been associated with thermal nociception, and loss of function mutations generate deficits in thermal nociception (Fortin et al., 2010). Furthermore, Cdk5-mediated phosphorylation modulates Trpv1 function (Jendryke et al., 2016). Upregulation of these two latter genes in FD may therefore be associated with burning and tingling paraesthesias reported in Fabry patients (Germain, 2010; Ginsberg, 2013). Neuronatin (Nnat), which is significantly downregulated in the current screen, was upregulated in DRGs after sciatic nerve injury and associated with mechanical hypersensitivity (Chen et al., 2010). Several genes in the clusters that emerged from the current analysis, are associated with G-protein signaling and are controversially discussed (Pan et al., 2008). The somatostatin receptor Sstr2 in the red cluster is downregulated after sciatic nerve ligation (Shi et al., 2014), but elevated in response to intestinal inflammation (Van Op den Bosch et al., 2009). The endothelin receptor Ednrb attenuates cancer-induced pain (Viet et al., 2011), and the angiotensin receptor Agtr1b has been proposed as a biomarker for pain (Grace et al., 2012). All clusters involve genes that have been associated with exacerbated pain phenotypes in clinical or preclinical studies. Single nucleotide polymorphisms in the serotonin receptor gene Htr2a in the rose gene cluster are associated with pain-phenotypes as a genetic predisposition to musculoskeletal pain (Nicholl et al., 2011). The hypocretin receptor Hcrtr1 is associated with migraine (Rainero et al., 2011), and Kalirin (Klrn), a Rho guanine nucleotide exchange factor, is required for persistent nociceptive activity dependent synaptic long-term potentiation (Lu et al., 2015). The pink cluster contains genes that are mainly associated with retrograde transport. Vps26a is increased following spinal nerve ligation in the spinal dorsal horn and is required for recycling of mGluR5 and plasticity at excitatory synapses (Lin et al., 2015). Vps35, another regulated gene product from our screen, forms a complex with Vps26a (Kim et al., 2010) and is also highly associated with members from the sorting nexin family (e.g., Snx6 and Snx8 from our screen). Individuals with polymorphisms in Gluthatione-S-transferase genes found in the orange gene cluster are more likely to develop neuropathy during oxaliplatin treatment (Kanat et al., 2017). In addition, activation of Aldh2, a gene associated with the glutathione pathway, reduces nociception in acute inflammatory pain (Zambelli et al., 2014). This gene is regulated by Aldh3a1 which was deregulated in the current analysis (Chen et al., 2015). 

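The 2 probes of Aldh3a1, an aldehyde dehydrogenase, gave different results in FD DRGs. The dimmer one was 1.54-fold higher (log2 fold change 0.62, SE 0.11, adjusted p = 0.0256 in limma), with a log2 signal of 6.09 ± 0.20 (SD, n = 4) in FD DRGs and 5.46 ± 0.15 (SD, n = 4) in wildtype DRGs, and the brighter one did not pass the test (log2 fold change 0.14, SE 0.13, adjusted p = 0.620). Aldh2, the mitochondrial aldehyde dehydrogenase, had a log2 fold change of -0.27 (SE 0.12, adjusted p = 0.277).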

The green cluster contained the gene Tnfsf10, a member of the Tumor necrosis factor superfamily. Tnfsf10 is increased by excitotoxic spinal cord injury (Plunkett et al., 2001), downregulated in inflamed tissue (Yang et al., 2007), and associated with migraine susceptibility (Jia et al., 2015). Parp10, a poly(ADP-ribose) polymerase upregulates pro-inflammatory pathways, and its inhibition attenuates neuropathy and neuroinflammation (Komirishetty et al., 2016a,b). Interferon regulatory factor Irf5 is increased in spinal microglia after peripheral nerve injury and drives P2X4R+ reactive microglia thereby gating neuropathic pain (Masuda et al., 2014). In Chronic atypical neutrophilic dermatosis with lipodystrophy and elevated temperature (CANDLE), a disease exhibiting joint pain symptoms, mutations have been found in proteasome subunit genes Psmb8 and Psmb9 (Arimochi et al., 2016). Genes from the Oas dsRNA sensor family, in particular Oas1a and Oasl2, are induced by lipopolysaccharides, which induce inflammatory pain (Lee et al., 2013). The E3 ubiquitin ligase Nedd4 is decreased in DRGs of SNI mice (Laedermann et al., 2013), and ribosomal protein Rps25, as well as other ribosomal proteins are downregulated in a model for HIV-associated neuropathic pain (Maratou et al., 2009). In line with the downregulation of Hdac1 in the blue cluster, HDAC inhibitors attenuate the development of hypersensitivity (Denk et al., 2013), restore C-fiber sensitivity (Matsushita et al., 2013), and induce behavioral anti-nociception (Tao et al., 2016). In addition, nerve injury increases the activity of Hdac1 and Ezh2 (Laumet et al., 2015). Pain responses depend on genes from the major histocompatibility complex (MHC; Guo et al., 2015), and the MHC-2 haplotype is involved in the incidence of postherpetic pain (Sato-Takeda et al., 2006). Further, MHC-2 molecules synergize with Toll-like receptor Tlr4 in inducing an innate immune response (Frei et al., 2010), and the lymphocyte antigen Ly86 is required in DRG neurons for functional Toll-like receptor Tlr4 signaling (Grace et al., 2014). Serpina3n is upregulated in mouse DRGs following nerve injury and attenuates neuropathic pain. Mice lacking Serpina3n develop more severe neuropathic pain symptoms than wildtypes (Vicuna et al., 2015). Another member of the Serpin family—Serping—has been implicated in hereditary angioedema, as mutations in this gene are associated with abdominal pain symptoms (Andrejevic et al., 2015). Finally, the Complement component genes C1r, C1s and C3 are upregulated after spinal nerve ligation (Levin et al., 2008). 

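Eps8, which encodes an actin-binding substrate of the epidermal growth factor receptor, was 1.47-fold higher in FD DRGs (log2 fold change 0.56, SE 0.075, adjusted p = 0.00602 in limma). Psmb8, a subunit of the immunoproteasome, was 1.36-fold lower (log2 fold change -0.44, SE 0.097, adjusted p = 0.0485), and lies in the stretch of chromosome 17 that also holds Rnf39.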

When comparing the emerging FD pain related genes with the global pain systems network for heat nociception (Neely et al., 2012) only epidermal growth factor receptor pathway substrate 8 (Eps8), alpha-N-acetylgalactosaminidase (Naga) and the proteasome subunit gene Psmb8 were contained. Together, this comprehensive literature search demonstrates considerable overlap of the current FD expression profile with genes implicated in nociception and pain disorders, suggesting relevant common pathogenesis components of FD pain and other pain disorders.

Despite constituting the first presentation of differentially expressed genes in DRG explants of α-Gal A^(−/0)^ mice, some limitations of the current analysis need to be considered. For instance, concerns have been raised that the α-Gal A^(−/0)^ mouse model might only resemble the later-onset phenotype of FD (Bangari et al., 2015). In kidney, Gb3 concentrations only reach 25% of that found in patients, and FD mouse life expectancy is normal (Taguchi et al., 2013). Therefore, the G3Stg/GLA knockout mouse has been generated and evaluated as a new FD mouse model, in which α-Gal A^(−/0)^ mice were crossbred with transgenic mice expressing the human Gb3 synthase. This resulted in symptomatic animals with increased Gb3 accumulation and progressive renal impairment (Taguchi et al., 2013). Another FD mouse model is the NOD/SCID immune deficiency mouse model with tissue specific Gb3 accumulation, but without clinical manifestation (Pacienza et al., 2012). Few data are available for these genetic models yet, but it would be important to know to what extent the three FD mouse models share the same differential gene expression. In addition, it would be of interest to explore the deregulation of gene expression in heterozygote females, which in humans and mice exhibit a considerably weaker phenotype than males (Uceyler et al., 2013, 2016). Screening of homozygote females could be helpful to better understand the mechanisms and degree of X-chromosomal inactivation in female Fabry patients (Wilcox et al., 2008). Finally, it should be noted that gene targeting experiments are prone to a general phenomenon of background dependence that might confound the interpretation of results (Schalkwyk et al., 2007). In this study we controlled for this effect by using α-Gal A^(−/0)^ mice that had been backcrossed to an inbred C57BL/6J colony for the RT-qPCR validation of regulated genes.

Our in-depth bioinformatics analysis revealed a new set of genes and pathways that might be involved in the FD-associated small-nerve fiber neuropathy. These data give rise to subsequent functional studies on the importance of these deregulated genes for the pathogenesis of FD small fiber disease and neuropathic pain, and are expected to lead to the identification of novel treatment strategies, especially for neuropathic pain related symptoms in Fabry patients.

## Author contributions

KK, MK, and ML: designed the study; KK, TK, and ML: performed the data collection, analyzed, and interpreted the data; KK: wrote the manuscript. TK, MK, and ML: critically reviewed the contents of the paper and suggested substantial improvements; All authors have approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

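RNA of lumbar DRGs L3 to L5 from male α-Gal A(-/0) (FD) and wildtype mice was measured with 8 samples, 4 per group, each made from the DRGs of 2 mice, on the 8 arrays of 1 Agilent mouse gene expression slide, in 1 color and in 1 scan. The deposited spot values are intensity values of the scanner, background-adjusted and detrended within each array by Agilent Feature Extraction 10.7.3.1, per the file headers. The deposited table of processed values is on a log2 scale, quantile normalized by the authors in GeneSpring. All 8 medians of that table are equal, and each of its columns follows the log2 processed signal of the array of the same sample. It holds 38097 lines, of which 36 are not probes, and the paper says that genes with uncompromised hybridization in all samples were used, without the measure behind this.

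The values given here start from the spot intensities. An array holds 62976 spots, of which 59305 are not controls. Between 93 and 221 spots per array were marked as outliers and left out, and 0 were saturated. The log2 of the processed signal was averaged over the spots of each probe, and the 55681 probes were quantile normalized between the arrays with limma 3.58.1 in R 4.3.3. The comparison covered 29432 probes that were well above background on all 8 arrays, without a missing value. A probe with several spots counted as such when at least 0.5 of its used spots did. Of the 55681 probes, 28026 were given a gene symbol through their RefSeq accession, which changed the symbol of the file in 1651 cases, and 1770 with a RefSeq accession found no match. The other 25885 had no RefSeq accession and kept the name in the file, which for some is a position in the genome. Probe positions are those of the file, on mm9.

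FD samples were compared with wildtype samples probe by probe with limma (linear model, empirical Bayes), and p-values were adjusted by the method of Benjamini and Hochberg over all tested probes. A called probe or gene has an adjusted p under 0.05 in limma. The paper's criteria, an unadjusted p of at most 0.01 with a fold change of at least 1.2 or 2, were applied to the same values. The methods' t-test was run on them as an alternative. Fold changes are ratios of group means on the log2 scale, and errors are standard errors from limma. For each gene with several tested probes the brightest was used in lists. The sample labels number the replicates of both groups from 1 to 4, and a replicate block was tried as an alternative.

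Gene lists were written from general knowledge, with the paper read, before the data were examined: 13 of pathways, 5 of channels, 16 of cell types and 2 checks (sex-linked genes and genes that differ between C57BL/6 substrains). Shifts of a list as a whole were tested with camera of limma at a preset inter-gene correlation of 0.01 and also with an estimated correlation, adjusted over the 36 lists. Over-representation among the genes at the paper's criteria was tested for the 13 pathway lists in each direction with Fisher's exact test, one-sided, against the genes with a tested probe. That test takes genes as independent, so its p-values do not allow for members of a list that vary together. Whether called genes lie near each other was tested by drawing as many genes from all tested genes with a position, 10000 times, and counting those within 1 Mb of another. Stretches with at least 5 called genes, each within 1 Mb of the next, were marked.

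The genes named in the text follow a rule fixed before the data were examined. They are Gla; the 12 genes with the largest rise and the 12 with the largest fall among called probes whose groups do not overlap; every gene the paper names in its Results, in Tables 1, 2 and 7, in the labels of Figures 3 and 4 and in the Discussion as changed or not in this screen; and in each list up to 4 members with the smallest adjusted p. The paper's tables and figures had been seen when the rule was written. Some genes under the rule are not described in the text. Npy, S100a4, S100a8, S100a9, Thbs2, Thbs4 and Aldh2, which the Discussion names only from other studies, are also given. Other genes named outside the rule were chosen after their values were seen and are said to be so.

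Statements about single arrays use the same values. A value was picked out when its gap to the nearest of the other 3 samples of its group, divided by the range of the group, exceeded 0.829. The model and the tests were also tested on simulated data with the spread of these arrays. Of 50 probes changed at each size, limma called 2% at a fold change of 1.2, 64% at 1.5, 98% at 2 and 98% at 4, and 4.38% of its calls were probes that had not been changed. In camera 0 of 20 random lists passed, and in the test of position 1 of 20 random sets of genes had a p under 0.05. As these were random lists and sets, they do not show how the tests behave when members vary together. Each comparison was repeated on all 35 splits of the 8 samples into 4 and 4.

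The alternatives fixed before the data were examined were a shift of each array to its 75th percentile, the normexp background correction (offset 50), a signal well above background on at least 4 of 8 arrays, no filter on background, the absence of saturated probes, the methods' t-test, an intensity trend with a robust prior, array weights, the replicate block, the authors' processed values, leaving out each sample in turn, an adjusted p under 0.1, the mean over the probes of a gene, an estimated correlation, other calls and another background for over-representation, and windows of 0.5 and 5 Mb. Slide row settings, lists without genes the paper names or without genes in stretches of called genes, and positions without close pairs (under 100 kb) and name families (first 3 letters shared) were added after the data were seen. The protein interaction networks and the RT-qPCR measurements were not analysed here. Other software used was statmod 1.5.0, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.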

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

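In this part, the tests of exchanged labels, of a single wrong genotype, of single probes among genes with a fold change of at least 2, of positions without close pairs and name families, of lists without the genes the paper names, and all values by slide row or in stretches of called genes were chosen only after the result was seen.

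Some samples stood apart from the other 3 of their group. In wildtype sample 2 this was Gpnmb (log2 signal 6.24, others 7.47 to 7.55) and the second probe of Slc51a (9.47, others 8.89 to 8.92). In wildtype sample 1 it was the brightest probe of Bex1 (12.91, others 13.06 to 13.08). Among FD samples these were Dnah8 in sample 1 (8.92, others 9.10 to 9.13), Laptm5 in sample 2 (6.99, others 7.42 to 7.51), Cyp26b1 (9.33, others 9.07 to 9.10), Kctd16 (9.93, others 9.79 to 9.81) and Med8 (13.29, others 13.16 to 13.18) in sample 3, and Cacna1h (11.58, others 11.76 to 11.78) and Ormdl1 (11.19, others 11.06 to 11.08) in sample 4. For lists, the mean of the axonemal and ciliary genes was 0.084 in FD sample 2 (others 0.13 to 0.14), and that of the voltage-gated sodium channels was 0.015 in FD sample 1 (others -0.044 to -0.037), both relative to the mean of all 8 samples. What picked them out is the gap to the nearest sample, in 10 of 338 groups of a gene named in the text and 2 of 72 of a list, where chance gives about 1 in 20 groups.

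Signals seen in 1 group alone were picked out as well, since the comparison leaves them out and the paper does not discuss them. There were 21 probes well above background on all 4 arrays of 1 group and on 0 of the other that lie at least 2-fold apart, 7 of them in FD DRGs and 14 in wildtype DRGs, and the highest count in another split of the samples was 2. A probe of Med8, a mediator subunit, was at least 45.9-fold lower in FD DRGs, while the brightest probe of the same gene fell by 0.34 on the log2 scale (adjusted p = 0.0157 in limma). D4Ertd617e on the same chromosome 4 was at least 15.2-fold lower and Gm3219 on chromosome 14 at least 10.2-fold. In FD DRGs Syt10, a synaptotagmin, was at least 5.25-fold higher and Trim40, on chromosome 17, at least 3.14-fold. These 5 genes were chosen after their values were seen.

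The results were also computed for every other split of the 8 samples into 4 and 4. The 904 called probes and the 1774 and 136 probes at the paper's criteria were each reached by 1 of 35 splits, the real one. The highest of the others were 0, 367 and 9. This argues against chance but cannot exclude it, as 1 of 35 is the smallest share these splits can give. Every other split also mixes the genotypes, so real differences add to the spread within its groups and lower its counts. The 21 shifted lists and the 10 over-represented ones were reached by 1 of 35 as well (highest other 14 and 1), but the lists hold genes that the paper picked from the real split, which favours it. Without these genes chance is argued against to the same extent for the 3 over-represented lists (1 of 35, highest other 1) and not for the 10 shifted ones (5 of 35, highest other 12). With all members the median of the other splits was 6 shifted lists, so a shift in camera at the preset correlation is weak evidence for any 1 list.

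Called genes lie near each other, with 545 of 799 within 1 Mb of another against a mean of 482 in random draws (permutation test, p = 1e-04, the smallest the draws can give), and more so those with a fold change of at least 2 (50 of 100, against 13.0). With array weights the grouping of all called genes was lost, with 1525 of 1846 near another against a mean of 1520 (permutation test, p = 0.46). Name families and close pairs are argued against as the whole cause, as without them the permutation p was 0.022 for all called genes and 1e-04 for those with the larger change. Without them 471 called genes lay near each other, with as many or more in 2 other splits (highest 491), and 35 of those with the larger change (highest 21). For the larger changes 0 of the other splits had as many near each other (highest 23). Those splits had at most 9 probes at the paper's criteria with a fold change of at least 2. Their counts are therefore of top-ranked genes, a different selection, and cannot decide whether neighbouring genes vary together. For all called genes this explanation cannot be told apart either, since 0 of the other splits had as many but the highest had 541 and these splits vary by 18.1 (SD). Stretches of chromosome that differ between the separate colonies may explain the grouping, and sequence differences under single probes stay open, as 58.1% of 31 genes with the larger change had other probes with under 50% of it, against 48.1% of 314 among all called genes (a difference not tested; for all called genes, near against far, Fisher's exact test, p = 0.324, which cannot be told apart). An effect of α-Gal A loss on neighbouring genes stays open and untested, since genotype and colony are the same split.

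Near Gla, 18 of 173 tested genes within 20 Mb were called against 3.78% elsewhere (Fisher's exact test, one-sided, p = 0.00012), and in 0 of the other splits were as many top-ranked genes there (highest 10), which argues against neighbouring genes varying together. The Gla probe itself is among the brightest on the array and is not lower in FD DRGs. Exchanged labels are argued against by 15 of 15 genes changed in the paper's RT-qPCR that go the same way here, and a single sample with the wrong genotype by 0 samples on the other side of the first principal component. A segment carried with the targeted allele may explain the called neighbours of Gla. Whether sequence shared with other transcripts explains the signal of the Gla probe stays open. It shares a run of 15 bases with 4 probes of other genes, which have a median log2 signal of 16.5. This cannot decide the question, as levels of different probes are not directly comparable and binding of those transcripts to the Gla probe was not measured. A transcript that is still made from the disrupted gene is the biological alternative, and it was not tested.

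The groups are unevenly placed on the slide, with FD samples 1 to 3 and wildtype sample 1 in the first row. As the whole cause of the calls the slide row is argued against, since with the row as a block the log2 fold changes of the 904 called probes were a median of 1.02 times those without it, with 904 of the same sign and 573 still called, and the split by row gave 0 calls. For dim probes the row counts for more, as the split by row had 126 probes seen in 1 of its groups alone against 86 in the real split. A part of the 69 such probes in FD DRGs may therefore come from the row, while the genotype stays open for the others.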

How the results depend on the processing

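In this part, the tests by slide row, without the genes the paper names and without genes in stretches of called genes were chosen only after the result was seen. The direction of every called result was kept in the settings run, except that the grouping by position was 0.992 times the mean of draws with a window of 5 Mb (permutation test, p = 0.85), where nearly all genes have a neighbour by construction. In every other result with a changed call the cause was not tested. Slide or scan date was not run as a block, because all arrays are on 1 slide and 1 scan. Of 272 named probes in 5712 comparisons with the other settings, 4937 kept their side of the threshold, 650 fell short of it, 125 passed it, 0 of the called ones changed direction, and 13 of the 148 called probes were called in all of them. Gla was called in none, with adjusted p from 0.548 to 0.996. The number of shifted lists was 16 to 21 in the other settings set before the data were examined, apart from the estimated correlation, and that of over-represented ones 9 to 11. Of the latter, nerve injury genes were lost without FD sample 4 (0.0983, 3 genes for 6) and without wildtype sample 3 (0.106, 3 genes), axonemal genes without wildtype sample 1 (0.119, 3 genes for 6) and glutathione genes with calls at an adjusted p under 0.05 (0.145). Lower chromatin genes were gained with the methods' t-test (0.0396) and with all array genes as background (0.0468). Antigen presentation genes fell from 12 to 6 without FD sample 2 (0.00012). Leaving out saturated probes removed 0 probes and tests nothing. Signal over background limits which genes are seen: 29432 of 55681 probes were above it on all arrays.

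The 904 called probes were 556 without a filter on background, 266 with the methods' t-test, 2102 with array weights, 1693 at an adjusted p under 0.1, and 414 (without FD sample 2) to 1038 (without wildtype sample 1) with a sample left out. Without FD samples 1, 3 and 4 they were 450, 482 and 476, and without wildtype samples 3 and 4 they were 541 and 533. With the replicate block they were 284, and the numbers do not pair the samples, since 0 of 4 pairs had a correlation over 0.1 (-0.245 to 0.0625). At the paper's criteria with a fold change of 1.2, 1047 passed with the methods' t-test, and with one of 2, 79 with normexp, 218 with a signal on 4 of 8 arrays and 385 without a filter. The grouping by position had a ratio of 1.00 with array weights (permutation test, p = 0.46).

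The call of sphingolipid genes (adjusted p = 0.047) was lost with a signal on 4 of 8 arrays (0.0705), the methods' t-test (0.068), array weights (0.091), the replicate block (0.0605), the authors' values (0.0501) and the mean over probes (0.0609), with 0.0295 (without wildtype sample 1) to 0.227 (without wildtype sample 2) with a sample left out; without FD samples 1, 2 and 3 it was 0.0515, 0.084 and 0.0571. Over all settings its adjusted p was 0.0157 to 0.367. Calcium channels had 0.00449 (without wildtype sample 2) to 0.125 (without FD sample 4) with a sample left out and 0.0787 without wildtype sample 1. Sodium channels passed with the methods' t-test (0.044), the intensity trend (0.0461) and without FD sample 1 (0.0448), up to 0.145 with another sample left out and 0.377 over all settings.

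With an estimated correlation 1 list of 36 was called, lysosomal proteins, and 21 at the preset one. Neuropeptides and axonemal genes lost their call although their estimates (-0.0282 and -0.0348) were below the preset 0.01. A larger correlation is therefore not the cause in these lists, and the cause was not tested. In the other lists that lost their call the estimate was above 0.01. With the estimated correlation the adjusted p was 0.248 for sphingolipid genes, 0.199 for retromer, 0.0934 for neuropeptides, 0.23 for glutathione, 0.184 for interferon-stimulated, antigen presentation, nerve injury and axonemal genes, 0.223 for complement, 0.203 for chromatin, 0.402 for calcium and 0.287 for potassium channels. For these lists the lowest adjusted p over the settings was 1.68e-05 for retromer, 2.15e-05 for neuropeptides, 0.00155 for glutathione, 5.39e-31 for interferon-stimulated genes, 2.69e-09 for antigen presentation, 3.09e-07 for complement, 0.00448 for chromatin, 4.9e-06 for nerve injury, 0.00322 for axonemal genes, 0.000390 for calcium and 0.000290 for potassium channels, and the highest is the largest one given here or below.

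Without the genes the paper names 3 lists were over-represented (lysosomal, interferon-stimulated and antigen presentation genes), 10 lists were called in camera, and the adjusted p there was 0.179 for sphingolipid genes, 0.0661 for retromer, 0.0711 for neuropeptides and for calcium channels, 0.0919 for glutathione, 0.202 for chromatin, 0.429 for axonemal genes, 0.0919 for lipid-laden macrophages, 0.137 for smooth muscle, 0.0514 for fibroblasts, 0.459 for melanocytes and 0.053 for adipocytes, while nociceptor markers passed (0.0286). Without genes in stretches of called genes it was 0.154 for sphingolipid genes, 0.409 for antigen presentation, 0.112 for chromatin, 0.0562 for endothelium and 0.0545 for melanocytes, while nociceptor markers passed (0.0371). Over all settings the lowest and highest adjusted p were 0.00155 and 0.203 for lipid-laden macrophages, 0.00121 and 0.477 for smooth muscle, 0.00115 and 0.384 for fibroblasts, 0.00539 and 0.199 for endothelium, and 0.0286 and 0.249 for nociceptors. With a sample left out, fibroblasts were lost without FD sample 2 (0.0572) and wildtype sample 2 (0.052), endothelium without wildtype sample 2 (0.051), adipocytes without FD samples 2 and 3 (0.0526 and 0.0518) and wildtype samples 2 and 3 (0.179 and 0.0751), and melanocytes without FD samples 2 and 3 (0.0608 and 0.0618) and wildtype samples 1 and 2 (0.138 and 0.0694).

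With the slide row as a block 824 probes were called. In camera 16 of the 21 lists called without the block were kept and 5 were lost. Among the lost lists was that of sphingolipid genes (adjusted p = 0.155). Each row alone leaves 1 group with a lone sample, which is assumed to vary like the other group. Row 1 alone gave 355 called probes (155 higher), 3299 and 337 at the paper's criteria, 9 lists and 0 over-represented, with 0.367 for sphingolipid, 0.216 for glutathione, 0.148 for chromatin, 0.244 for nerve injury and 0.182 for axonemal genes. Row 2 alone gave 15 called probes (1 higher), 812 at a fold change of 1.2, 2 lists over-represented, a position ratio of 19.5 over 9 genes (permutation test, p = 0.051), 0.185 for sphingolipid genes and 0.112 for complement.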

Differences from the paper's values

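No test in this part was chosen after the result was seen, except the settings by slide row.

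Counts at the paper's criteria are of probes here. The paper speaks of genes, but its Tables 1 and 2 list 41 and 31 probes of 40 and 25 different genes. Its set of detected mRNAs was smaller than the 29432 probes tested here, and the effect of that set on the counts was not tested. The count differentially expressed at a fold change of 1.2 was 1774 here and 812 in the paper, with 1079 higher here against 506 in the paper and 695 lower here against 306 in the paper. Of the alternatives set before the data were examined, only the methods' t-test came within 1.5 times these 3 values of the paper (1047, 658 and 389), and the others did not.

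The count differentially expressed at a fold change of 2 was 136 here and 78 in the paper, with 74 higher here against 41 in the paper, and 62 lower here against 31 in the paper. In the paper the 41 and 31 do not add up to its 78. For the paper's 78 and 41 the alternatives set before the data were examined that came within 1.5 times were the methods' t-test (111 and 61) and normexp (79 and 38). For the paper's 31 only normexp did (41), and the methods' t-test did not (50). With normexp 27 of the 72 probes of the paper's Tables 1 and 2 did not reach a fold change of 2, and 11 of the 87 fold changes of its tables differed, by up to 2.30 times. The other alternatives differed for all 3 counts.

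The count differentially expressed at a fold change of 2, FDR at most 0.1, was 71 higher here against 29 in the paper, and 59 lower here against 27 in the paper. For the paper's 29 only normexp (38) came within 1.5 times among the alternatives set before the data were examined, and the methods' t-test (46) did not. For the paper's 27 none did, with 46 for the methods' t-test and 41 for normexp.

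The 87 fold changes of the paper's Tables 1, 2 and 7 did not differ here, with the largest ratio 1.04. At the paper's criteria 71 of the 72 probes of Tables 1 and 2 passed here. The other, Lrrc31, rounds to a fold change of 2.00 and lies just under the threshold, and with the authors' processed values 72 passed. Its log2 fold change was also above the threshold with array weights (1.02), without FD samples 2 (1.02) and 3 (1.03), without wildtype samples 1 (1.08) and 4 (1.02), and in slide row 2 alone (1.14), which holds 1 FD sample and was chosen after seeing the values. All 15 probes of Table 7 passed the paper's criteria.

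Among the channel genes of Table 7, 10 of 15 probes were called at an adjusted p under 0.05, a threshold the paper does not set there, and all 15 had the direction of the table. The other 5 are of genes the paper describes as downregulated. With limma, each was called in some settings: Piezo2 with an intensity trend (adjusted p = 0.0469, over settings up to 0.407) and with the slide row as a block (0.0475), the latter chosen after seeing the values and calling 9 of the 15; Cacna1h with normexp (0.0269), the intensity trend (0.0212) and array weights (0.0209, up to 0.403); Scn7a with normexp (0.0438), the intensity trend (0.0484) and array weights (0.0428, up to 0.392); Kcnb2 with normexp (0.0453), the intensity trend (0.0444), array weights (0.0258, up to 0.445) and without wildtype sample 1 (0.0404); and Kctd11 with the intensity trend (0.0404) and array weights (0.0373, up to 0.563). Anxa8 of Table 1 was called with normexp (0.028), the intensity trend (0.0307), array weights (0.0148, up to 0.404), the authors' processed values (0.0447) and without wildtype sample 2 (0.0331).

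The paper's Discussion names Kcne3 as the only upregulated potassium channel gene. Among the genes of Table 7, Kcnk13 (log2 fold change 0.61, adjusted p = 0.00134) was higher here as well, and so it is in the table. The paper describes thrombospondin 1 as lower and gives Thsd7a as its symbol. Thsd7a encodes another protein and was lower here too (log2 fold change -0.42, adjusted p = 0.0086), while the gene of thrombospondin 1, Thbs1, had an adjusted p of 0.291. The other genes the paper describes as regulated and that were measured passed its criteria here with at least 1 probe and in its direction. Among them, the brightest probe did not pass for Nedd4l (log2 fold change -0.16, the other probe -0.27), Rps25 (0.040, the other -0.90), Rbbp4 (-0.058, the other -0.90), Cbx3 (-0.085, the other -0.27), Aldh3a1 (0.14, the other 0.62) and Npb (0.26, with 0.29 for another of its probes).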

Other observations

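In this part, the genes named near Gla, and the settings by slide row, without genes the paper names and without genes in stretches of called genes in the ranges given, were chosen only after the result was seen.

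Markers of fat and of blood cells had lower means in FD DRGs. The 4 measured adipocyte markers had a negative mean (log2 fold change -0.92, adjusted p = 0.0335 in camera, 0.354 with an estimated correlation), and all 4 had a negative value. Relative to the mean of all 8 samples, wildtype samples 2 and 3 lay at 1.46 and 0.973, wildtype sample 4 at -0.712 and the FD samples from -0.711 to -0.344. Without wildtype sample 2 or 3 the adjusted p was 0.179 and 0.0751, and without FD sample 2 or 3 it was 0.0526 and 0.0518. Cfd, which fat cells secrete, had a log2 fold change of -2.06 (SE 0.79, adjusted p = 0.221 in limma). The 5 measured erythroid markers did as well (mean -0.55, adjusted p = 0.00409 in camera, 0.287 with an estimated correlation), among them the globin Hbb-b2 (log2 fold change -0.74, adjusted p = 0.197) and Alas2 (log2 fold change -0.53, adjusted p = 0.238). Of the 4 measured melanocyte markers (mean 0.35, adjusted p = 0.0470, 0.230 with an estimated correlation), Tyrp1, a pigment enzyme, was 2.23-fold higher in FD DRGs (adjusted p = 0.00336 in limma), and the list was not past the threshold without FD sample 2 or 3 (0.0608 and 0.0618) or wildtype sample 1 or 2 (0.138 and 0.0694). Without Tyrp1, which the study names, the mean of the melanocyte markers was 0.086 (adjusted p = 0.459), a setting chosen after the result was seen. Over all settings the adjusted p of these 3 lists was 0.000447 to 0.354, 0.000239 to 0.346 and 0.0339 to 0.459. The source of these signals was not tested.

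Lists of acute stress and of other cell types had an adjusted p above 0.05 in camera. The 20 measured immediate early genes had a mean of 0.084 (adjusted p = 0.912), the 12 heat-shock genes 0.032 (0.712), the 5 skeletal muscle markers 0.14 (0.715), the 4 mast cell markers -0.13 (0.491), the 4 oligodendrocyte and spinal cord markers -0.0076 (0.712), and the 3 Y-linked genes -0.14 (0.949). The last mean does not show the sex of each mouse, and relative to the mean of all 8 samples it was 0.769 in wildtype sample 3, -0.295 to -0.0846 in the other wildtype samples and -0.186 to 0.0099 in the FD samples. Of these genes Ddx3y had a mean log2 signal of 10.92 in FD samples (SD 0.0526) and 10.82 in wildtype samples (SD 0.1336).

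On the X chromosome within 5 Mb of Gla, 8 of 63 tested genes were called (Fisher's exact test, one-sided, p = 0.00269), against 3.80% of all others. Higher in FD DRGs were Armcx6 (log2 fold change 0.68, adjusted p = 0.000752 in limma) and Armcx3 (log2 fold change 0.66, adjusted p = 0.00127), which belong to a family of mitochondrial proteins, Xkrx (log2 fold change 0.45, adjusted p = 0.0241), Bex3 (log2 fold change 0.27, adjusted p = 0.0372) and Tceal6 (log2 fold change 0.27, adjusted p = 0.0462). Bex1 was called with 1 of its probes and not with its brightest (log2 fold change 0.17). Further away, Kcne1l, a potassium channel subunit, was lower (log2 fold change -0.55, adjusted p = 0.0344).

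The paper measured 20 of the array genes again by RT-qPCR in backcrossed mice, and their array values are given here on the log2 scale. The genes that the paper found higher there were Rnf39 (2.84), Opn4 (1.86), Ecel1 (3.62), Dnah8 (1.70), Amz1 (1.87), Dnase1l3 (2.81), Meig1 (1.30), Atf3 (1.44) and Ncapg2 (1.49). Those it found lower were Slc51a (-2.09), Zfp932 (-1.38), Gm1987 (-1.86), Syt15 (-1.89), Nnat (-1.82) and Hdac1 (-2.19). The genes it did not find changed were Samd8 (1.01), Tmem25 (-1.86), S100pbp (-1.32), Pmepa1 (-1.38) and Dock4 (-1.47). On the array all 20 were called in limma, with adjusted p from 2.04e-07 to 0.00196.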
